# Extracellular vesicles from human breast cancer-resistant cells promote acquired drug resistance and pro-inflammatory macrophage response

**DOI:** 10.3389/fimmu.2024.1468229

**Published:** 2024-10-15

**Authors:** Patrick Santos, Caroline P. Rezende, Renan Piraine, Bianca Oliveira, Francielle B. Ferreira, Vinicius S. Carvalho, Rodrigo T. Calado, Matteo Pellegrini, Fausto Almeida

**Keywords:** chemoresistance, tamoxifen, doxorubicin, immunomodulation, membrane transporters

## Abstract

**Introduction:**

Breast cancer is a significant public health problem around the world, ranking first in deaths due to cancer in females. The therapy to fight breast cancer involves different methods, including conventional chemotherapy. However, the acquired resistance that tumors develop during the treatment is still a central cause of cancer-associated deaths. One mechanism that induces drug resistance is cell communication via extracellular vesicles (EVs), which can carry efflux transporters and miRNA that increase sensitive cells’ survivability to chemotherapy.

**Methods:**

Our study investigates the transcription changes modulated by EVs from tamoxifen- and doxorubicin-resistant breast cancer cells in sensitive cells and how these changes may induce acquired drug resistance, inhibit apoptosis, and increase survivability in the sensitive cells. Additionally, we exposed human macrophages to resistant EVs to understand the influence of EVs on immune responses.

**Results:**

Our results suggest that the acquired drug resistance is associated with the ability of resistant EVs to upregulate several transporter classes, which are directly related to the increase of cell viability and survival of sensitive cells exposed to EVs before a low-dose drug treatment. In addition, we show evidence that resistant EVs may downregulate immune system factors to evade detection and block cell death by apoptosis in sensitive breast cancer cells. Our data also reveals that human macrophages in contact with resistant EVs trigger a pro-inflammatory cytokine secretion profile, an effect that may be helpful for future immunotherapy studies.

**Discussion:**

These findings are the first transcriptome-wide analysis of cells exposed to resistant EVs, supporting that resistant EVs are associated with the acquired drug resistance process during chemotherapy by modulating different aspects of sensitive cancer cells that coffer the chemoresistance.

## 1 Introduction

Human breast cancer is the most commonly diagnosed cancer worldwide and is a primary health problem to be addressed globally for future generations (1). Breast cancer is the major cause of cancer-related deaths owing to cancer among the female population, accounting for 11.7% of all new cases and 6.9% of new deaths in 2020, according to the Global Cancer Statistics (2). The survival rate of patients with breast cancer differs across regions worldwide. Survivability is constantly increasing in developed countries owing to investments in early detection technologies and access to modern medicines (3). Currently, breast cancer therapy involves different approaches, such as tumor removal surgery, radiotherapy, and conventional drugs, including traditional chemotherapeutics in combination with hormonal or immunotherapeutic agents (4).

Nonetheless, the toxicity of many drugs toward normal tissues and resistance to chemotherapy frequently used in breast cancer treatment are critical health concerns (5). The initial innate inability to respond to drug therapy, followed by acquired drug resistance, is the central cause of cancer-associated deaths (6). Acquired drug resistance involves many factors that cancer cells can manage to reduce drug efficacy, such as the abnormal activity of membrane transporters, a decrease in cell death processes, altered cellular metabolic signaling, deregulated protein expression, and interaction with receptors (7). More recently, another mechanism by which tumor cells avoid chemotherapeutic effects was orchestrated by extracellular vesicles (EVs) (8).

What was first thought to be cell garbage became a significant mechanism of communication between cells. Almost all cell types release EVs and mediate several cellular processes under homeostasis; however, EVs play an essential role in cancer as they serve as messengers in the tumor microenvironment to send different signals, such as signals to disrupt the immune system, during the promotion and progression of cancer (9). Fundamentally, EVs are lipid-bilayered vesicles with an endosomal or cellular origin that can carry a variety of molecules, including nucleic acids, lipids, carbohydrates, and proteins, via the bloodstream and other body fluids (10). Additionally, EVs can act as nano-carriers to enhance the anticancer effect of chemotherapeutic drugs (11). In the context of drug resistance, EVs can contain the drug itself as cargo, functioning as a drug delivery method to the extracellular space. Resistant cancer cell-derived EVs can carry drug transporters, such as P-glycoprotein, to promote drug efflux in nearby sensitive cells or even carry miRNAs to induce the expression of genes related to membrane transporters (12).

In this study, we combine the evaluation of crucial cellular processes, such as viability, proliferation, and cell death, with genome-wide transcriptomic analysis of breast cancer cell lines to investigate the influence of EVs released by resistant cancer cells on acquired drug resistance mechanisms in sensitive cells, which is a topic that remains unclear in the literature. We used two different breast cancer cell lines, MCF-7 as an epithelial and primary tumor model and MDA-MB-231 as a mesenchymal/high-mobility triple-negative model, to cover different aspects of cancer progression. We managed two human macrophage cultures to identify the ability of resistant EVs to induce phenotypic polarization in these cells after exposure. Our results indicate that EVs from resistant cells may transfer the acquired drug resistance phenotype to sensitive cells by upregulating several types of membrane transporters involved in drug resistance, resulting in increased cell viability and clonogenic survival in sensitive breast cancer cells exposed to EVs released by resistant cells. Resistant cancer cell-derived EVs may modulate the immune system by downregulating different immune factors. We observed that resistant cell-derived EVs polarized human macrophages to a pro-inflammatory phenotype, which represents a potential tool for immunotherapy.

## 2 Materials and methods

### 2.1 Cancer cells, macrophages and PBMC culture

The human triple-negative breast cancer cell line MDA-MB-231 was acquired from the American Type Culture Collection (ATCC, HTB-26) and cultured in RPMI-1640 medium supplemented with 1000 IU penicillin-streptomycin and 10% fetal bovine serum (FBS) in a humidified atmosphere at 37°C with 5% CO2. The human mammary gland-derived breast cancer cell line MCF-7 was acquired from Rio de Janeiro’s Cell Culture Bank and cultured in RPMI-1640 medium supplemented with 1000 IU penicillin-streptomycin and 10% FBS in a humidified atmosphere at 37°C with 5% CO_2_. The human monocyte cell line THP-1 was acquired from ATCC (TIB-202) and cultured in RPMI-1640 medium supplemented with 1000 IU penicillin-streptomycin and 10% FBS in a humidified atmosphere at 37°C with 5% CO_2_. Whole blood samples (10 mL/donor) were isolated from healthy female and male donors, without a defined age range, for experimental purposes only, following the principles proposed by the National Research Ethics Commission and Research Ethics Committee under the protocol CAAE 71085023.1.0000.5440. Human peripheral blood mononuclear cells (PBMCs) were isolated from whole blood samples by density gradient centrifugation using Histopaque^®^-1077 (MERCK, USA). The buffy coat containing PBMCs was transferred to a different tube to isolate CD14+/CD16- monocytes by negative selection using magnetic beads from a commercial classical monocyte isolation kit (Myltenyi Biotec, USA). The purification steps and macrophage differentiation are described in **Supplementary Table S1**. Purified CD14+/CD16- monocytes were plated in cell culture dishes containing RPMI-1640 medium supplemented with FBS and 10000 IU of penicillin-streptomycin. To induce the differentiation of monocytes into macrophages, 10 ng/mL of granulocyte-macrophage colony-stimulating factor (Peprotech, USA) was added to the monocyte culture for five days in a 37°C and 5% CO_2_ incubator. Tamoxifen (TAM) was acquired from AdipoGen Life Sciences (USA) and doxorubicin (DOX) was acquired from Sigma-Aldrich (USA).

### 2.2 Acquisition of the IC50 and viability of sensitive and resistant cells

The method chosen to evaluate the half-maximal inhibitory concentration (IC50) of sensitive and resistant cells was the reduction of resazurin, following the protocol described by Kumar (13). Briefly, sensitive or resistant cells of MCF-7 and MDA-MB-231 were seeded in 96-well plates, incubated for 24 h, and treated with a wide range of concentrations of TAM (0.62 to 160 μM) and DOX (0.08 to 20 μM) for 72 h. After the treatment, cells were incubated with a resazurin solution (88 μM) for 4 h, and the plates were read with 570 and 600 nm filters. Cell viability was calculated using the absorbance reads on the indicated equation according to the resazurin manufacturer’s protocol, in which cell viability was expressed as a percentage of live cells in each treatment condition compared with the control. Cell viability was observed by standard staining with fluorescein diacetate (FDA) and propidium iodide (PI) to differentiate viable from dead cells. Staining solutions were prepared to a final concentration of 80 μg/mL of FDA and 200 μg/mL of PI. Cells in contact with the staining solutions were incubated for 30 min at 37°C and then washed to remove the staining excess. After washing, the cells were observed under a fluorescence microscope using the filters according to the manufacturer’s protocol. The captured images were overlaid by NIS-Elements BR to create merged images.

### 2.3 Generation of drug-resistant breast cancer cell lines

TAM- and DOX-resistant breast cancer cell lines were developed following practical guidelines published by McDermott et al. (14). Using the previously calculated IC50 of each drug in MCF-7 and MDA-MB-231 sensitive cells, a high-level laboratory model of stable drug-resistant cell lines was generated by continuous exposure of sensitive cells to stepwise dose progression, following a comparative selection method based on flask cell confluence and cell viability via trypan blue staining. After obtaining the IC50 of TAM- and DOX-resistant cell lines, the fold resistance was determined as the ratio between the IC50 of the resistant cell line and the IC50 of the sensitive cell line. Cell lines with a fold resistance equal to or higher than 2 were considered sufficiently resistant to proceed with the other experiments.

### 2.4 Isolation, purification, characterization, and internalization of EVs

The differential ultracentrifugation method was used to isolate EVs, following the guidelines of Momen-Heravi (15). Briefly, the supernatants from the cell flasks or plate wells were centrifuged for 10 min at 1500 × g to remove dead cells, transferred to new tubes, and centrifuged for 30 min at 15,000 × g to remove cell debris and large particles. Finally, the supernatants were transferred to appropriate ultracentrifuge tubes and centrifuged at a high rotation speed of 100,000 × g for 70 min to isolate EVs. All centrifugations were performed at 4°C. The pellet of EVs was suspended in 100 μL of RNAse and DNAse-free ultra-pure water, following the guidelines suggested by the International Society of Extracellular Vesicles (ISEV) (16). Aliquots were prepared for characterization using transmission electron microscopy (TEM) and nanoparticle tracking analysis (NTA). The remaining suspended EVs were stored at -80°C. To observe the internalization of EVs upon contact with cancer cells, a lipophilic membrane stain was used to label the EVs following the manufacturer’s instructions. Previously isolated EVs were suspended in 200 μL of phosphate-buffered saline (PBS) with 1 μM of Vybrant Dil dye (Ex, 530 nm; Em, 580 nm, Thermo Fisher Scientific, USA) for 30 min at 37°C to obtain the labeling. The labeled EVs were centrifuged at 100,000 × g for 70 min and washed using another ultracentrifugation step in PBS. Labeled EVs were incubated with sensitive breast cancer cells for 24 h at 37°C and 5% CO2. Images were then captured in a bright field and under the appropriate fluorescence measurements in a Nikon Eclipse Ts2 with an attached Digital Sight 10 camera, followed by an overlay of the bright field and fluorescence images using ImageJ software to obtain merged images (17).

### 2.5 RNA extraction, library preparation, and sequencing

Messenger RNA (mRNA) was extracted from MCF-7 and MDA-MB-231 cell lysates using a spin column supplied with the RNeasy kit (QIAGEN, Germany). Both cell lines were co-cultured with TAM- and DOX-resistant EVs for 24 h. All extractions were performed in triplicate for each cell line following the manufacturer’s protocol by a single researcher to obtain high-quality mRNA. The mRNA capture and construction of 150 base pair double-stranded mRNA-Seq libraries were performed using Zymo-Seq RiboFree Total RNA (Zymo Research, USA). The protocol included the capture, elution, and fragmentation of mRNA, followed by synthesis of the first and second 150 strands. Illumina adapters were ligated to the ends of the mRNA-derived cDNA fragments, followed by library PCR amplification. The libraries were sequenced in the SP lane of an Illumina NovaSeq6000 sequencer.

### 2.6 Differential expression analysis of RNA-Seq

A quality control test was performed before alignment using FastQC software (18). All low-quality reads and Illumina adapters were removed by the 0.39 version of the Trimmomatic tool (19). Reads that passed the quality filter were aligned to the reference genome index (Homo sapiens Ensembl GRCh38, release 109) using STAR 2.7.0a alignment software (20) at the University of California, Los Angeles UNIX-based cluster. The alignment rate and total number of mapped reads are shown in **Supplementary Table S1**. Differential expression analysis was performed using the RStudio platform with 4.3.1 R (21). The DESeq2 package was used to detect differentially expressed genes (DEGs) by using negative binomial generalized linear models (22). The comparison between sensitive EVs vs. resistant EVs treatment for each cell line was estimated by the logarithmic fold-change log_2_ (sensitive vs. resistant). The lists with the DEGs of each condition were filtered using a 5% false discovery rate (FDR) cutoff and an absolute fold change > 1.5 for upregulated and downregulated genes.

### 2.7 Differential expressed genes’ function enrichment

The initial gene ontology (GO) slim analysis was performed using the DEGs lists of each condition in the web-based tool WebGestAlt (23) with a 1% FDR and Benjamini-Hochberg multiple test adjustment. To investigate the signaling pathways associated with the DEGs, we performed an over-representation analysis in GSEA software 4.3.2, with a 1% FDR cutoff, using the Molecular Signatures Database (24, 25). The online tool g:Profiler was used to understand the relationship between the major enriched signaling pathways reported in the prior analysis (26). Functional interactions between potential protein expression among DEGs were performed using STRING networks with a protein-protein interaction FDR of 5% (27).

### 2.8 Quantification of apoptosis after sensitive cells were exposed to resistant EVs

The detection of apoptotic cells was based on annexin V binding and PI uptake by flow cytometry using the Alexa Fluor^®^ 488 Annexin V/Dead Cell Apoptosis (Thermo Fisher Scientific, USA), following the manufacturer’s instructions. Briefly, MCF-7 and MDA-MB-231-sensitive cells were exposed to sensitive EVs as controls and to TAM- or DOX-resistant cells for 24 h. After exposure to EVs, the supernatant was removed from each well, and fresh media containing different concentrations of TAM or DOX, up to the previously calculated sensitive cell IC50, was incubated for another 72 h. The cells were harvested, stained with Annexin V-FITC and PI, and incubated for 15 min at room temperature. Annexin V-FITC/PI signals were assessed using a FACSCanto flow cytometer and analyzed using the FACSDiva software (BD Biosciences, USA).

### 2.9 Drug resistance-related genes expression assessment by qPCR

Total RNA was isolated from sensitive cells after 24 h of exposure to TAM- or DOX-resistant EVs using a spin column supplied in the RNeasy kit (QIAGEN, Germany), and cDNA was generated from 1 μg of RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, USA), according to the manufacturer’s protocol. The conditions used in the qPCR reactions were performed using the Power SYBR™ Green PCR Master Mix (Applied Biosystems, USA) in an ABI 7500 FAST system (Applied Biosystems, USA) and following the manufacturer’s instructions. All samples were analyzed in triplicates. Relative expression of target genes was calculated by comparing threshold cycle (Ct) values of GAPDH as the housekeeping gene, according to the 2-ΔΔCT method (28). Acquired resistance (*ABCB1*, *ABCG2*, *TGFBR1*, *TGFBR2*, *TGFBR3*) and apoptosis-related genes (*BCL2*, *CD44*, *PIK3CA*, *PTEN*) were selected as target genes. The primers used are described in **Supplementary Table S2**.

### 2.10 Evaluation of clonogenic survival of breast cancer cells exposed to resistant EVs

The clonogenic survival of sensitive cells previously exposed to TAM- or DOX-resistant EVs was evaluated using a colony-forming assay using an *in vitro* cell protocol published by Franken (29). Briefly, MCF-7 and MDA-MB-231 cells were cultured with sensitive (control) or resistant EVs for 24 h. Each condition involved treatment with different concentrations of TAM or DOX for 72 h. The cells were resuspended, counted, and reseeded in a low-density manner (250 cells/well) in six-well plates for 7 days. The colonies were fixed with 6% (v/v) glutaraldehyde and stained with 0.5% (w/v) crystal violet for 30 min. Colonies containing 50 cells were counted.

### 2.11 Cytokine production of macrophages after exposure to resistant derived EVs

Interleukin (IL)-1β, IL-10, interferon-gamma (IFN-γ), and tumor necrosis factor (TNF)-α levels from macrophages supernatant after exposure of sensitive or resistant derived EVs for 24 h were measured using a commercial enzyme-linked immunosorbent assay (ELISA) kit following the manufacturer’s instructions (BD Biosciences, USA). The results were measured at an optical density of 450 nm using a SpectraMax 190 spectrophotometer (Molecular Devices). The results are reported as pg/mL of experimental and biological triplicates for each condition.

## 3 Results

### 3.1 Generation of drug resistant breast cancer cell lines

The first step was to calculate the IC50 values for sensitive cells exposed to a wide range of concentrations of TAM and DOX for 72 h. We estimated the IC50 of TAM and DOX in MCF-7 and MDA-MB-231 cells using a cell viability assay based on resazurin reduction. Nonlinear regression analysis showed that MCF-7 cells had lower TAM and DOX IC50s when compared to MDA-MB-231 cells (**Figures 1A–D**). The generation of drug-resistant breast cancer cell lines capable of overcoming and proliferating under exposure to higher TAM or DOX concentrations than the previously calculated IC50 of sensitive cells took nine months (**Figures 1E, F**). After the resistant cells reached this level of survival, we evaluated the IC50 values of these cell populations using the same resazurin protocol. We observed that the IC50 of MCF-7 exposed to TAM increased from 7.5 to 25.9 μM (**Figure 1H**), and the IC50 of MCF-7 exposed to DOX increased from 0.4 to 1.1 μM (**Figure 1I**). We observed an increase in TAM and DOX IC50 in resistant MDA-MB-231 cells, and in this case, the IC50 scaled from 9.5 to 23.4 μM in TAM-exposed cells (**Figure 1J**) and from 0.5 to 1.5 μM in DOX-exposed MDA-MB-231 cells (**Figure 1K**). TAM-resistant MCF-7 (TAM-R MCF-7) cells showed the highest fold resistance (3.45), followed by the sharp 3-fold resistance of DOX-resistant MDA-MB-231 cells (DOX-R MDA). DOX-resistant MCF-7 (DOX-R MCF-7) and TAM-resistant MDA-MB-231 (TAM-R MDA) cells displayed 2.75- and 2.46-fold resistance, respectively (**Figure 1G**). FDA/PI staining revealed that the resistant MCF-7 and MDA-MB-231 cell lines showed fewer PI-positive (dead) and more FDA-positive (viable) cells, even when exposed to high concentrations of TAM and DOX (**Figures 1L, M**). This dynamic was observed in 3D MCF-7 spheroids, in which sensitive cells were profoundly affected by drug treatment; however, resistant-derived spheroids showed more viable cells (**Figure 1N**).

**Figure 1:**
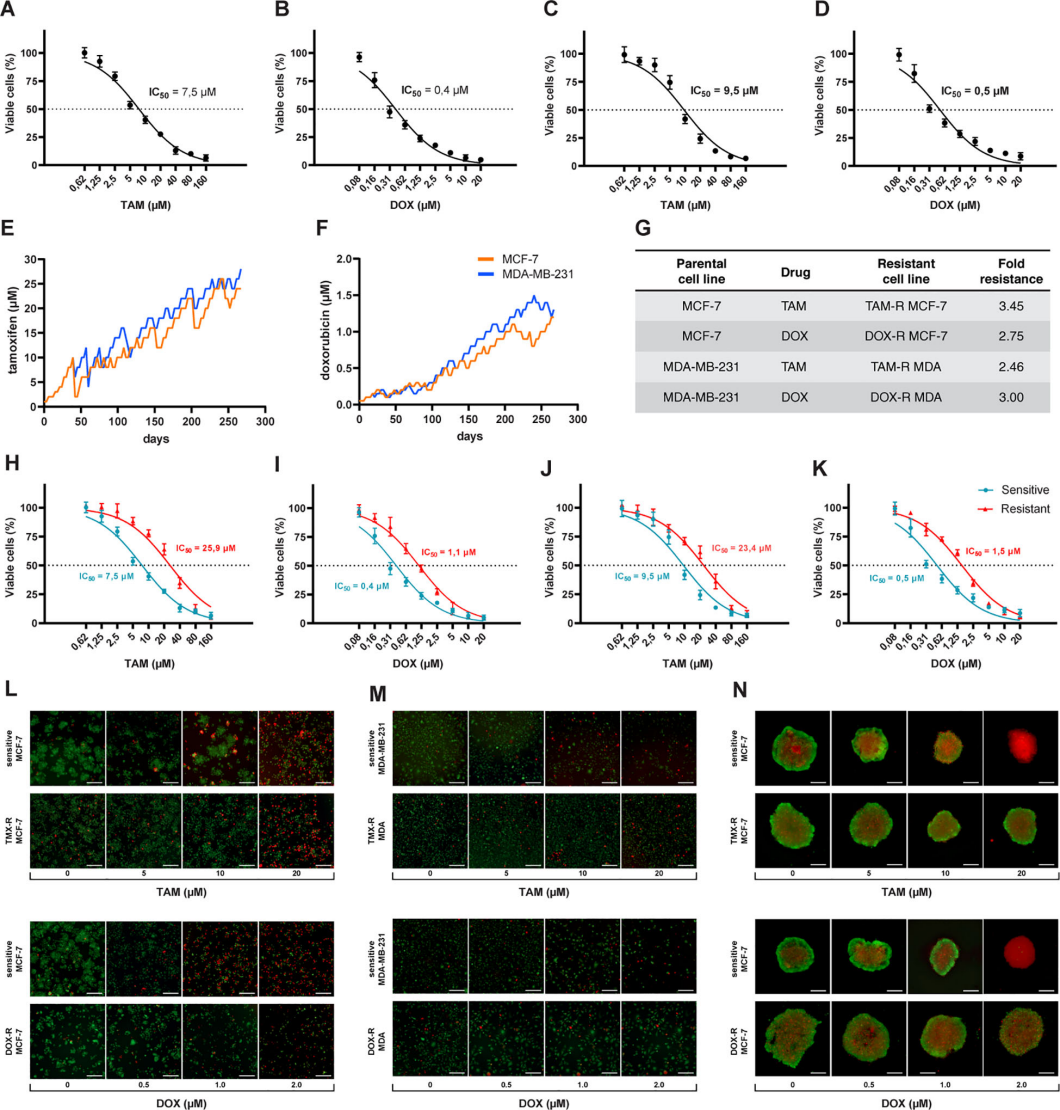
Process of generation of resistant cancer cells. Initial cell viability assay by resazurin reduction and half maximal inhibitory concentration (IC50) of sensitive MCF-7 cells treated with **(A)** tamoxifen (TAM) and **(B)** doxorubicin (DOX) and of MDA-MB-231 treated with **(C)** TAM and **(D)** DOX. Sensitive cells of MCF-7 and MDA-MB-231 exposed to **(E)** TAM and **(F)** DOX over time to generate resistant cell lines. The resistance fold calculated for each resistant cell line **(G)**, indicating the level of resistance for each drug. The IC50s of **(H)** TAM- and **(I)** DOX-resistant MCF-7 and **(J)** TAM- and **(K)** DOX-resistant MDA-MB-231 cells calculated (red line) and compared to sensitive cells (blue line). The IC50s calculated by a nonlinear regression with an adjusted confidence level of 95%. The visualization of TAM- and DOX-resistant **(L)** MCF-7 and **(M)** MDA-MB-231 cells in a two-dimensional *in vitro* setup, and **(N)** in three-dimensional spheroids of sensitive and resistant MCF-7 cells.

### 3.2 Production and characterization of EVs derived from resistant cell lines

The overall production of EVs was tracked using the supernatant from each cell line and the cells were plated for 24 h. The NTA results showed that sensitive and resistant cell populations produced approximately the same amount of EVs, averaging between 1.08 and 2.17 × 10^10^ EVs per mL (**Figure 2A**). Additionally, the average EV size in the parental and resistant cell lines ranged from 167 to 200 nm (**Figure 2B**). The TEM observation revealed the classic round “cup-shaped” morphology of parental and resistant breast cancer-derived EVs (**Figure 2D**). Furthermore, there were no differences in EV production between sensitive and resistant cells, and between cell lines. Each sensitive and resistant breast cancer cell line produced approximately 60 EVs per hour over 24 h (**Figure 2C**). Collectively, these results showed that there were no differences in the concentration, production, size, or shape between sensitive- and resistant-derived EVs.

**Figure 2:**
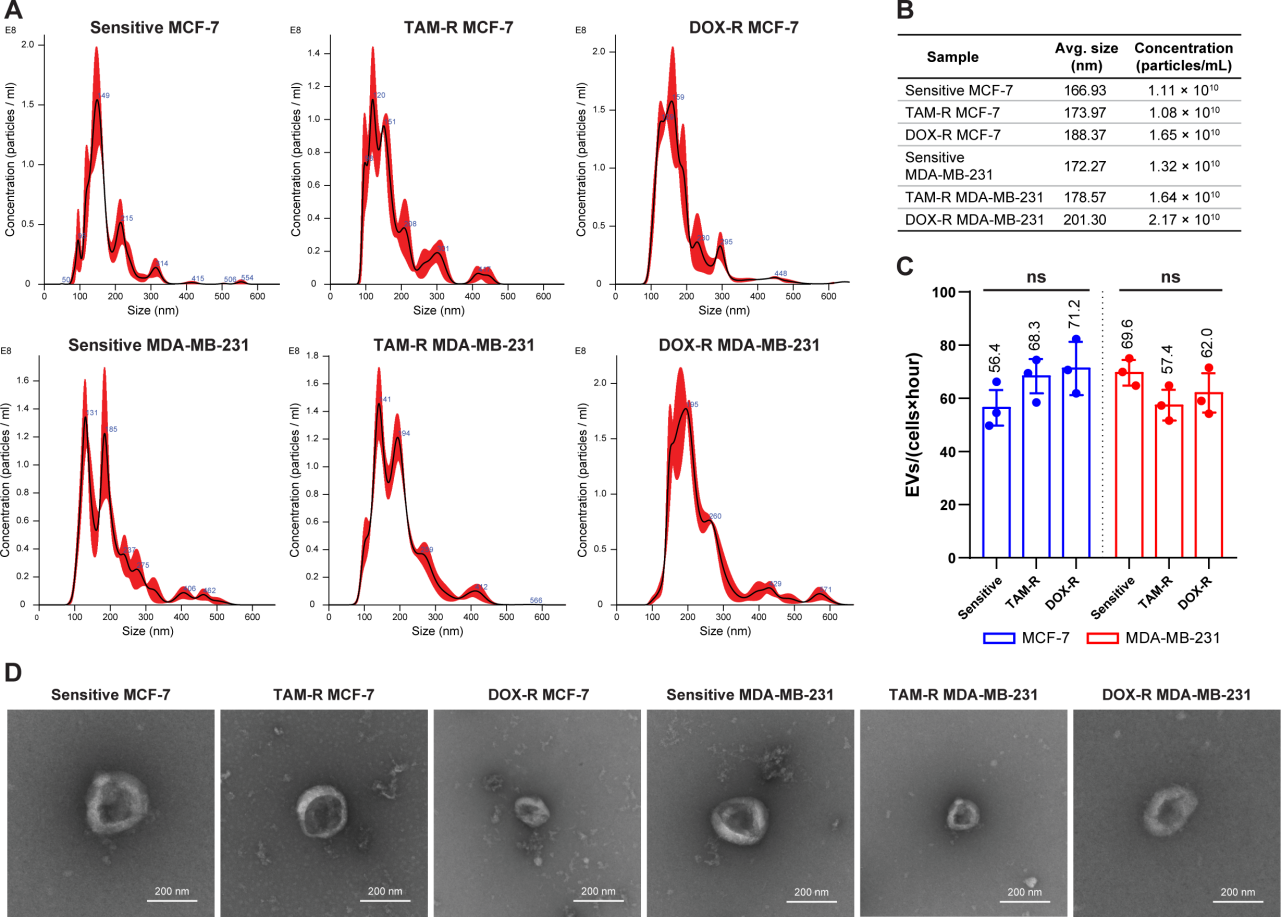
Evaluation of the production and characterization of extracellular vesicles derived from breast cancer cells. **(A)** Nanoparticle-tracking analysis showing the size distribution of extracellular vesicles (EVs) produced by sensitive and resistant MCF-7 and MDA-MB-231 cells treated with tamoxifen (TAM) and doxorubicin (DOX). **(B)** Additional information about the average size and concentration of EVs per mL. **(C)** Histogram showing the EV production of each cancer cell per hour. **(D)** Transmission electron microscopy images of sensitive and resistant EVs from breast cancer cell lines. TAM-R, tamoxifen-resistant; DOX-R, doxorubicin-resistant; ns, non-significant. The bars represent the mean with the standard deviation from three independent experiments.

### 3.3 Sensitive cells internalize drug-resistant derived EVs and resist drug treatment

After incubating sensitive breast cancer cells with fluorescently labeled EVs from parental and resistant cell lines, a fluorescent signal was observed inside the cells, indicating that these sensitive cells could take up TAM-R and DOX-r EVs (**Figures 3A, B**). Sensitive MCF-7 and MDA-MB-231 cells were exposed to TAM- and DOX-resistant EVs for 24 h, and subsequently treated with TAM or DOX for another 72 h. In this experiment, our results showed that the resistant-derived EVs preexposure increased the viability of sensitive cells in three different scenarios: the first and second are MCF-7 treated with 2.5 μM of TAM and 0.2 μM of DOX, and the last one is MDA-MB-231 with an increased number of viable cells after the resistant EVs preexposure and treatment with 2.5 μM of TAM (**Figure 3C**). Under our experimental conditions, high concentrations of TAM and DOX (near the original IC50 or above) showed no differences between sensitive cells exposed to sensitive or resistant EVs (**Figure 3D**). We generated MCF-7 spheroids and exposed them to sensitive or resistant EVs, which were then treated with TAM or DOX. In the images, more dead cells (red labeled) can be observed in the spheroid previously exposed to sensitive EVs and treated with 2.5 μM of TAM than the one previously exposed to TAM-R EVs. Moreover, the spheroid that received 0.2 μM of DOX and was previously exposed to sensitive EVs showed more dead cells than the one exposed to DOX-R EVs (**Figure 3E**).

**Figure 3:**
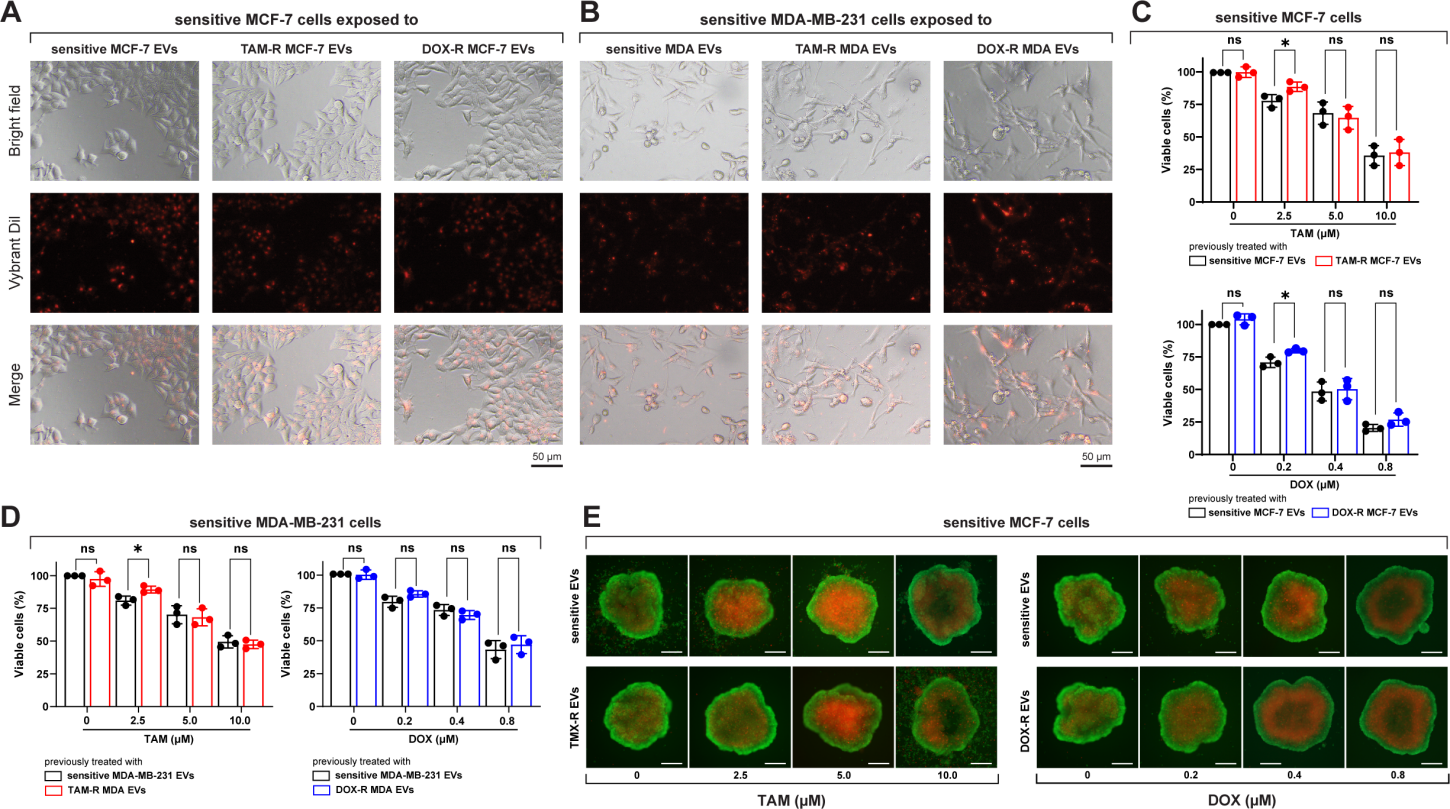
Sensitive breast cancer cells uptake resistant extracellular vesicles (EVs) and show increased cell viability. **(A)** Sensitive MCF-7 cells (Bright field) internalizing the EVs (Vybrant dil) after 24 h of exposure. **(B)** Sensitive MDA-MB-231 cells (Bright field) internalizing the EVs (Vybrant dil) after 24 h of exposure. TAM-R: tamoxifen-resistant; DOX-R: doxorubicin-resistant; ns: non-significant. A resazurin reduction assay evaluated the cell viability of sensitive **(C)** MCF-7 and **(D)** MDA-MB-231 cells exposed to resistant EVs. **(E)** Spheroids of sensitive MCF-7 cells were previously exposed to sensitive, TAM- and DOX-resistant EVs for 24 h and treated with TAM or DOX for 72h. The asterisks indicate a significant difference (p < 0.05) between tamoxifen or doxorubicin treatments when compared to no treatment (unpaired t-test).

### 3.4 Transcriptome-wide analysis of drug resistant derived EVs influence on sensitive cells

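Counts of RNA sequencing reads were analysed for 9 libraries of MDA-MB-231, a human breast cancer cell line that lacks the estrogen receptor, with 3 replicates in each of 3 groups. These were control cells, sensitive cells exposed to TAM-R EVs for 24 h and sensitive cells exposed to DOX-R EVs for 24 h. A further 3 libraries came from control MCF-7 cells, an estrogen receptor-positive breast cancer line, and libraries of MCF-7 cells exposed to resistant EVs were not analysed here. The control libraries are labelled as untreated, whereas the methods describe a comparison between sensitive and resistant EVs, so the exposure of the controls is left open. The sources used here do not say whether the replicates were separate cultures, and the p-values therefore measure the spread between these libraries only. The authors prepared the libraries with the Zymo-Seq RiboFree Total RNA kit, trimmed the reads, aligned them to GRCh38 with STAR 2.7.0a and deposited raw counts per gene, and the counting step is not given in the sources used here. The totals were 33612289, 37910735 and 34963938 counts in control replicates 1, 2 and 3, and 41263921, 30425213 and 40355330 counts in the DOX-R EV replicates. The TAM-R EV replicates held 36649964, 28814733 and 37877959 counts, and the MCF-7 controls 44567342, 41395899 and 41145082 counts.
The columns of the deposited table are not joined by gene. Rows of the MDA-MB-231 control and DOX-R EV columns correspond to each other (Spearman rho = 0.917 across 55944 rows), but the TAM-R EV columns run out of step from row 53 onward (rho = 0.017 with the controls). Over the whole table the rows of the MCF-7 columns also lack such a match with the controls (rho = 0.031), and where they part was not measured. The gene identifiers beside the rows do not match the counts either. Of 10 genes that are abundant in most cultured cells or in these lines, looked up after the table had been seen, only ACTB in the MCF-7 columns reached 100 CPM in any group, and the row carrying the identifier of GAPDH held 0 to 8 counts in every library. Among the 1000 highest rows of the control columns, 31.5% carried the identifier of a protein-coding gene, against 33.0% of all rows. For this reason no value here is given for a named gene, and each row is treated as a gene without a name.
The TAM-R EV rows were put beside the control rows by keeping the order of both and pairing rows of similar mean level, a step added after the table had been seen. This paired 54376 rows, which hold 99.998% of the TAM-R EV counts, while 977 control rows past the end of the TAM-R EV columns, with 13.5% of the control counts, had no partner. When rows were taken out of the DOX-R EV columns in the same way and paired again with the controls, 99.99% of the rows with 300 or more counts returned to their own partner, as did 249 of 250 rows whose counts had first been changed 3-fold. Differential expression was then tested with edgeR on the 9 MDA-MB-231 libraries, with TMM scaling, at the thresholds of the study, an FDR of 5% and an absolute fold change over 1.5.

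**Figure D1:**
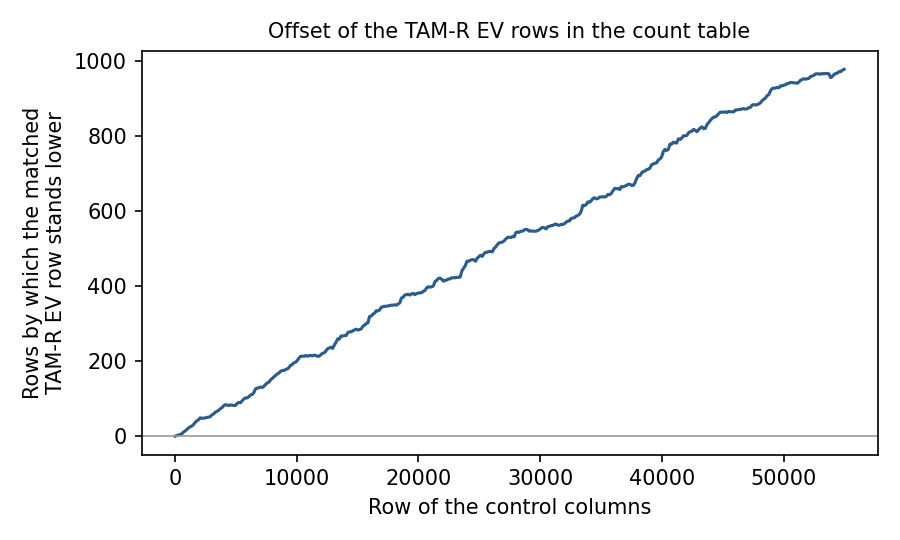
Offset of the TAM-R EV rows in the deposited count table. The x axis gives the row of the control columns and the y axis the number of rows by which its matched TAM-R EV row stands lower in the table. The line climbs from 0 at the top of the table to 977 rows at its end.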

To better understand the influence of drug-resistant EVs on the sensitive MCF-7 and MDA-MB-231 transcriptomes, we performed RNA sequencing (RNA-Seq) analysis in these two cell lines after exposure to TAM-R and DOX-R EVs for 24 h. After sequencing and mapping, 306 genes were considered DEGs of MCF-7 cells exposed to TAM-R EVs, of which 165 were upregulated and 141 were downregulated, and 574 genes were labeled as DEGs of MCF-7 cells exposed to DOX-EVs, separated into 437 upregulated and 137 downregulated genes, using the previously explained cutoff filtering (**Figure 4A**). In MDA-MB-231 cells exposed to TAM-R, we identified 160 DEGs, of which 91 were upregulated and 69 were downregulated. Additionally, 211 genes were identified as DEGs and were separated into 125 upregulated and 86 downregulated genes (**Figure 4A**). 

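No row passed these thresholds in MDA-MB-231 cells exposed to TAM-R EVs (0 of 21012 rows tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found for 31 rows (0.15%). This number was 72, 100 and 61 without control replicates 1, 2 and 3. It was 16, 37 and 291 without TAM-R EV replicates 1, 2 and 3, with 0 rows called in all of these fits. They did not model the replicate number. Leaving out 1 library then unbalances the replicate numbers between the groups, so these shifts cannot be told from differences between replicate numbers. DESeq2 called 1 row, lower after exposure, and limma-voom called 0. Without a filter on low counts edgeR called 1 row, lower and among the rows that the filter keeps. Of all rows tested, 975 differed by more than 1.5-fold whether or not they passed the test, 451 higher and 524 lower. Among 12341 rows with an average of at least 1 log2 CPM, the middle 95% of the log2 fold changes lay between -0.26 and 0.25, and 40 rows differed by more than 1.5-fold. The largest rise in these rows was a log2 fold change of 1.20 and the largest fall -1.33. The median standard error of a log2 fold change was 0.19 in this fit, and 0.090 with the replicate number as a block. TAM-R EV rows were paired with control rows by similar mean level. This can make fold changes and the number of low p-values smaller in this comparison, and how far it did was not tested. In the trial with rows taken out of the DOX-R EV columns, 248 of 250 rows changed 4-fold returned to their own partner. In counts simulated for this comparison without a block, 33 of 50 rows changed 2-fold were called, and 6 of 50 changed 1.5-fold. Those counts were drawn independently for each library, unlike the real ones, so these numbers are not the recovery of the real test. With the block 44 and 15 of 50 were called. Libraries with the same replicate number resembled each other across the groups, and the fits without a block count this spread as noise. With the replicate number as a block in the 9-library fit, 0 rows were called and 719 had an unadjusted p under 0.05. The same block with only the TAM-R EV and control libraries, added after seeing the data, called 13 rows, 7 higher and 6 lower, whose adjusted p in the 9-library fit with the block ran from 0.503 to 0.9998. DESeq2 with a replicate block, also added then, called 8 rows, 4 higher and 4 lower, of which 5 had at most 9 counts in every library.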

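DOX-R EVs likewise left no row past the thresholds (0 of 21012 rows tested, edgeR's quasi-likelihood test), with 104 rows at an unadjusted p under 0.05. Leaving out control replicates 1, 2 and 3 in turn gave 270, 65 and 162 such rows. Leaving out DOX-R EV replicates 1, 2 and 3 gave 255, 77 and 374, with 0 rows called in all of these fits. They did not model the replicate number either, so the same limit holds. DESeq2 and limma-voom also called 0 rows. Without a filter on low counts edgeR called 8 rows, all higher and all among rows that the filter keeps, with highest counts of 162 to 2669. DESeq2 with a replicate block, added after seeing the data, called 11 rows, 5 higher and 6 lower, of which 7 had at most 9 counts in every library. The 4 others were all higher, with log2 fold changes of 0.89 to 1.76. These values come from the matched rows of the 9 libraries. In a fit that needs no matching, on the 6 control and DOX-R EV libraries with their rows as deposited, 0 of 18714 rows were called and 92 had an unadjusted p under 0.05. In the 9-library fit 1698 of all rows tested lay beyond 1.5-fold whether or not they passed the test, 548 higher and 1150 lower. In rows with an average of at least 1 log2 CPM, the middle 95% of the log2 fold changes ran from -0.24 to 0.33, and 48 rows lay beyond 1.5-fold. The largest rise was 1.75 and the largest fall -0.88 on the log2 scale. With the replicate number as a block, the 9-library fit again called 0 rows, and the 6 libraries as deposited called 1. That row rose from 8.00 ± 2.15 CPM (SD, n = 3) in the controls to 15.4 ± 4.87 CPM (SD, n = 3) after DOX-R EVs, a log2 fold change of 0.94 (standard error 0.12, adjusted p = 0.020 from edgeR), and was higher in 3 of 3 pairs of libraries. Its adjusted p was 0.13 in edgeR's 9-library fit with the block. DESeq2 with a replicate block, an alternative added after seeing the data, called this row as well (log2 fold change 0.95, adjusted p = 4.66e-05). The row was singled out after its values were seen, and no gene name can be given for it. A direct comparison of TAM-R with DOX-R EVs called 0 rows in the 9-library fit (149 at an unadjusted p under 0.05; 0 by DESeq2 and 0 by limma-voom). Those 149 became 330, 105 and 527 without DOX-R EV replicates 1, 2 and 3, again with no block. Without TAM-R EV replicates 1, 2 and 3 they became 112, 219 and 406. With a block and only these 6 libraries, an alternative added after seeing the data, 40 rows were called, all of them lower after TAM-R than after DOX-R EVs, and their adjusted p in the 9-library fit with the block ran from 0.074 to 0.63. This comparison gave 13 rows in edgeR without a filter on low counts, all lower after TAM-R EVs. DESeq2 with a replicate block gave 22, 7 higher and 15 lower after TAM-R EVs, 9 of them with at most 9 counts in every library. Of its 13 others, only 1 was higher after TAM-R EVs (log2 fold change 0.63). No row was called after both exposures in the edgeR fit of 9 libraries, with or without the block, and 1 row was with DESeq2 and a replicate block, an alternative added after seeing the data. That row held 0 counts in the controls and at most 5 in any library. The replicate number accounted for 66.6% of the spread between the 9 libraries and the exposure for 13.2%, and 13569 of 21012 rows differed between replicate numbers at an adjusted p under 0.05 in edgeR's fit with the block. The paper counts its DEGs per condition in Figure 4A and takes these lists on to the GO and over-representation analyses.

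**Figure D2:**
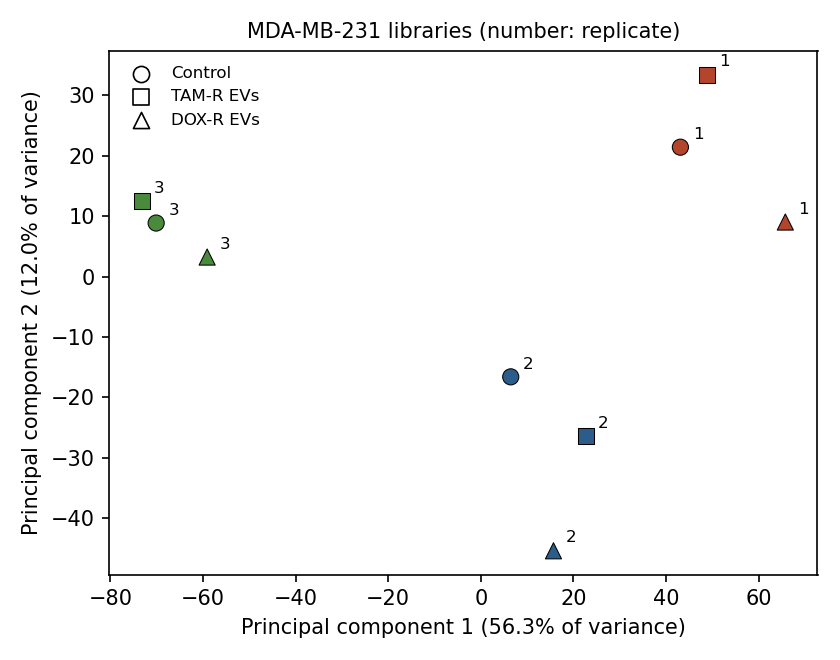
Principal components of the 9 MDA-MB-231 libraries, from log2 CPM of 21012 rows. The x axis is component 1 (56.3% of the variance) and the y axis component 2 (12.0%), both in log2 CPM units; shapes give the exposure, and numbers and colours the replicate number. The 3 libraries numbered 3, 1 from each group, lie between -73.2 and -59.1 on component 1, and all libraries numbered 1 lie at 43.1 or above.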

We analyzed the relationships to cellular components, and molecular functions using GO slim subsets to obtain a comprehensive overview of the DEG lists. This broad analysis is the first step in the transcriptome analysis pipeline, giving general information about which locations, mechanisms or cellular functions have more DEGs in breast cancer cells exposed to EVs derived from resistant cells for further investigation. This GO analysis revealed that the most enriched term for all conditions in which MCF-7 cells were exposed to resistant EVs was related to the membrane, followed by the “nucleus” term. Additionally, in the Molecular Function category, the most enriched term in MCF-7 cells exposed to resistant EVs was related to protein binding (**Figures 4B, C**). We observed the same pattern of enriched GO terms in the DEG list of MDA-MB-231 cells exposed to TAM-R- or DOX-R-derived EVs (**Figures 4D, E**). We generated a heatmap containing the top 10 most upregulated and downregulated genes under each resistant EV exposure condition (**Figure 4F**). Inside this narrow list, we observed the upregulation of DEGs related to solute transport (solute carrier family SLC), ABC transporters (*ABCC12* and *ABCB4*), tumor growth transcription factors (*FOSL1* and *FOSB*), and the downregulation of genes induced by interferon (*IFI44L*, *IFI44*, and *IFIT1*). In addition, the tumor suppressors STAT1 and human leukocyte antigen class I (*HLA-A*) were downregulated.

**Figure 4:**
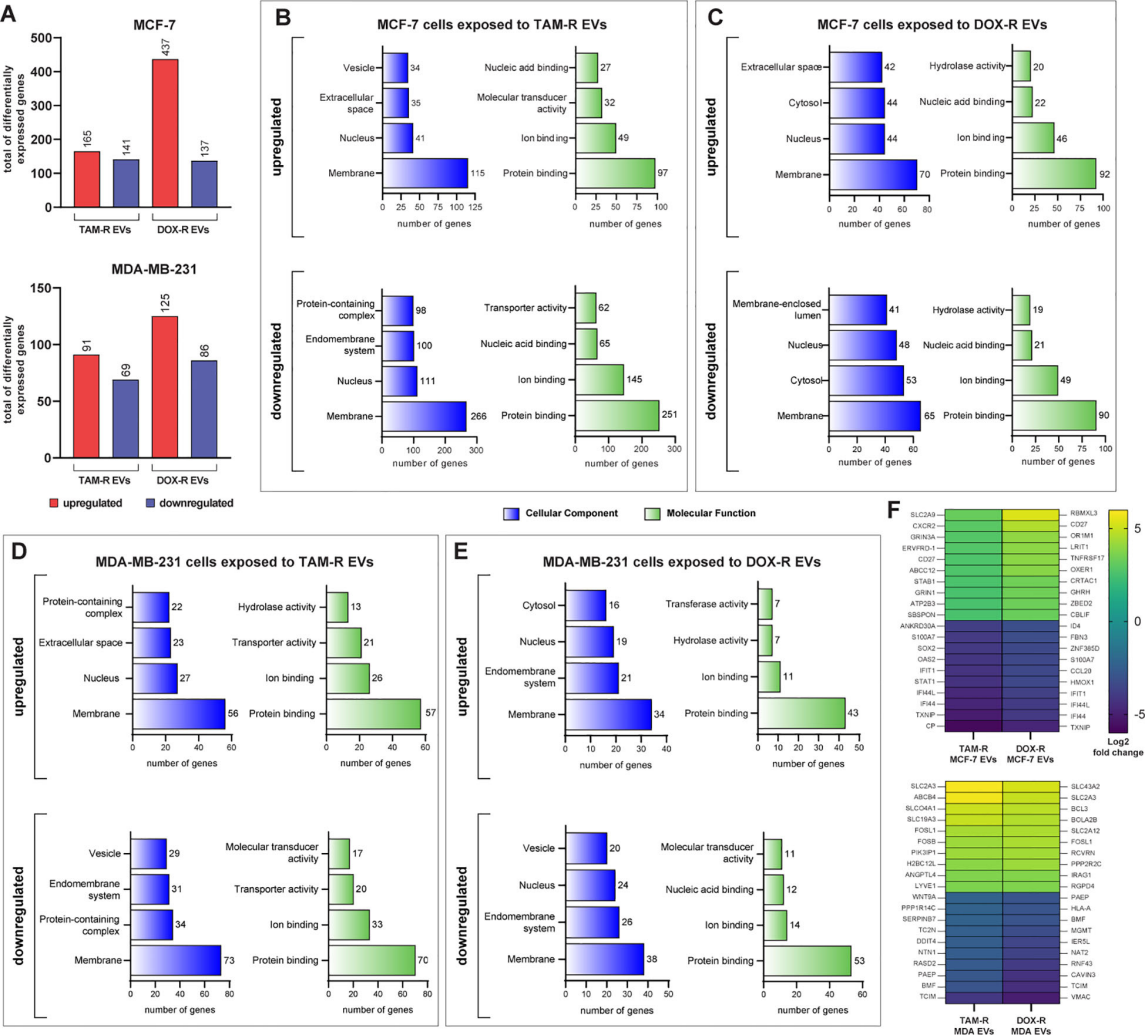
Transcriptome-wide analysis showing the differential expression in sensitive breast cancer cell lines exposed to resistant extracellular vesicles (EVs) for 24 hours. **(A)** Histogram of the total number of differentially expressed genes (DEGs) in MCF-7 and MDA-MB-231. Distribution of gene ontology (GO) slim terms associated with MCF-7 transcripts after tamoxifen-resistant EVs (TAM-R EVs) exposure **(B)** and doxorubicin-resistant EVs (DOX-R EVs) exposure **(C)**. For MDA-MB-231, the distributions of GO-slim enriched terms after TAM-R and DOX-R EV exposure are shown in **(D, E)**, respectively. **(F)** Heatmap showing each condition’s top 10 up- and downregulated genes based on their log2 fold change.

To further understand the biological function of the DEGs, we performed a more in-depth GO analysis using the GSEA over-representation parameter with a 1% FDR significance level, and functionally related gene sets were enriched. The upregulated DEGs in MCF-7 cells exposed to TAM-R and DOX-R EVs were related to transport activity in the plasma membrane region via ABC transporters, gated channel activity, and G protein-coupled receptors (**Figures 5A, B**). The downregulated DEGs of MCF-7 cells exposed to TAM-R enriched terms associated with innate immune response and MHC I activity, especially the response to type I interferon, while the downregulated DEGs of MCF-7 cells exposed to DOX-R enriched terms associated with immune response. However, this list enriched terms related to cell death processes, including apoptosis (**Figures 5A, B**). The DEGs from MDA-MB-231 cells exposed to TAM-R and DOX-R EVs followed the same pattern as in MCF-7 cells; the upregulated genes were enriched in terms of the transport of molecules via ABC transporters, G-protein receptors, and potassium ion transmembrane activity on the cell surface. In contrast, the downregulated DEGs of MDA-MB-231 cells exposed to both TAM-R and DOX-R EVs showed enrichment of terms related to cell death, apoptotic processes, and innate immune responses (**Figures 5C, D**).

**Figure 5:**
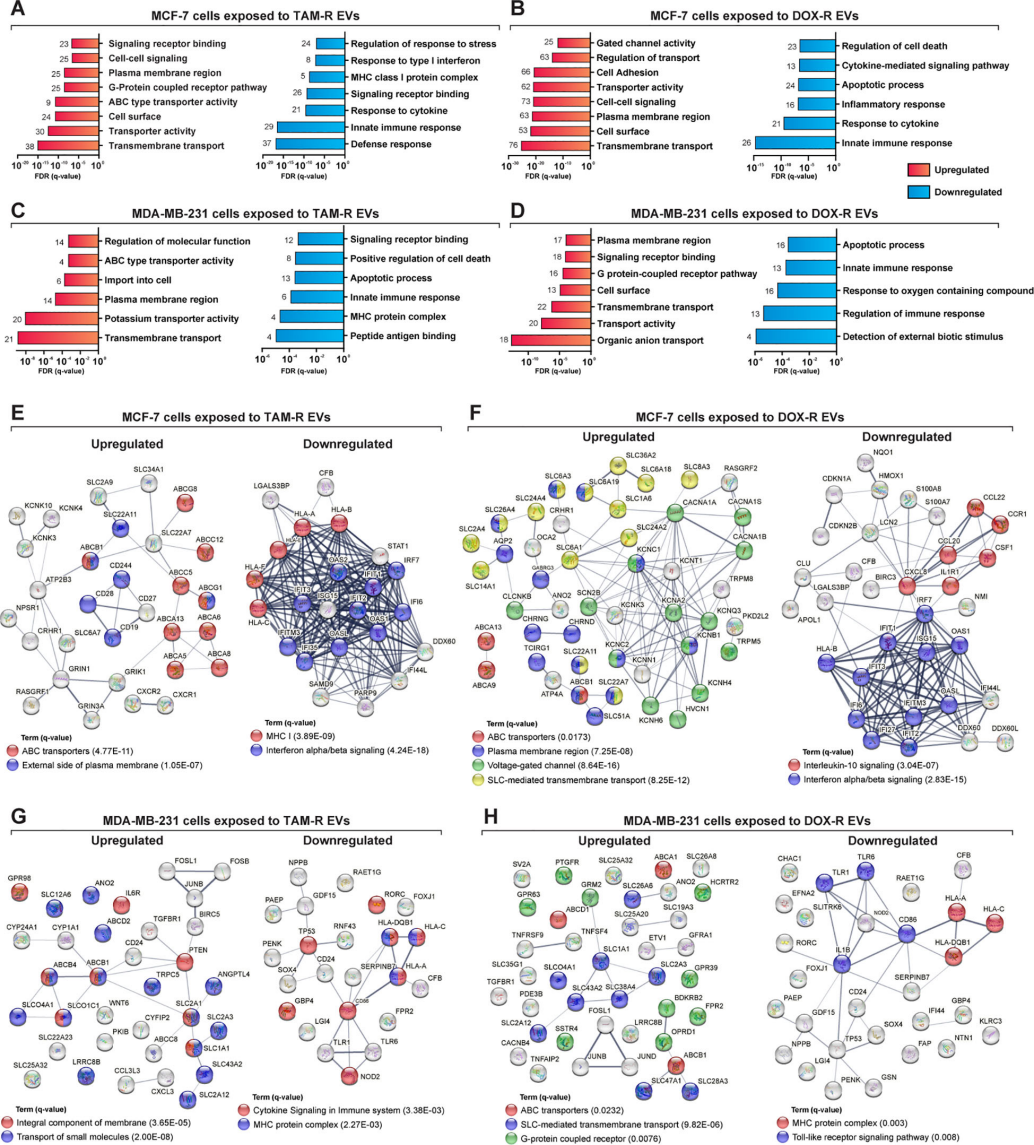
Deep over-representation analysis of the differentially expressed genes (DEGs) in breast cancer cells exposed to extracellular vesicles (EVs) released by tamoxifen-resistant (TAM-R) and doxorubicin (DOX-R) cell lines. The gene ontology (GO) analysis enriched more specific terms considering the up- and downregulated DEGs in sensitive MCF-7 cells exposed to **(A)** TAM-R EVs and **(B)** DOX-R EVs for 24 h For sensitive MDA-MB-231 cells, the enriched terms for up- and downregulated DEGs after exposure to TAM-R and DOX-R EVs are displayed in **(C, D)**, respectively. The number in front of each bar represents the total of enriched DEGs for each term. The x-axis of A to D represents the adjusted *p*-value (*q*-value) with a false discovery rate of 1%. Protein-protein interaction networks were generated using the DEG lists as references. **(E, F)** display the networks created by the MCF-7 DEGs after exposure to TAM-R and DOX-R EVs, respectively. For MDA-MB-231 cells, the exposure of TAM-R and DOX-R EVs generated the networks represented in **(G, H)**, respectively.

ABC transporters are involved in acquired resistance in cancer cells. Using the DEGs lists in STRING to generate physical and biological interaction networks between the proteins encoded by these genes, we observed many upregulated ABC transporters in both cell lines after exposure to resistant EVs, including *ABCB1* (P-glycoprotein); several ABC1 transporters (*ABCA1*, *ABCA5*, *ABCA6*, *ABCA8*, *ABCA9*, *ABCA13*, and *ABCB5*); and multidrug resistance-associated proteins (MRPs: *ABCC5* and *ABCC12*), especially in cells exposed to TAM-R EVs (**Figures 5E, G**). Our results indicate the upregulation of genes is directly related to the transport of molecules across membranes. We observed SLC genes in all upregulated DEG, especially in cancer cells exposed to DOX-R EVs (**Figures 5F, H**). Additionally, the networks showed the upregulation of genes associated with voltage-gated channels in MCF-7 cells that received DOX-R EVs, and the upregulation of genes related to the G-protein coupled receptor in MDA-MB-231 cells that were exposed to DOX-R EVs. When looking at the downregulated networks, we can observe the reduced expression of interferon-induced proteins, such as *IFIT1*, *IFIT2*, and *IFIT3*, in MCF-7 cells exposed to TAM-R and DOX-R EVs. The MHC protein complex was enriched in all the downregulated lists, in which we observed the downregulation of several HLA genes, including *HLA-A*, *HLA-B*, *HLA-C*, *HLA-E*, and *HLA-F*.

### 3.5 Resistant EVs modulate drug resistance-related genes and increase the survivability of cancer cells

According to our transcriptome results, resistant EVs influence several cellular mechanisms, particularly the transport of molecules and cell death-/survival-related functions. To further explore these findings, we analyzed the effects of resistant EVs on the expression of significant driver genes related to drug resistance and cell survival. The qPCR results showed that resistant EVs upregulate the expression of ABC transporters (*ABCB1* and *ABCG2*) and transforming growth factor-β receptor genes (*TGFBR1*, *TGFBR2*, and *TGFBR3*) in both sensitive cell lines, except for MCF-7 cells exposed to resistant EVs, which showed no difference in *TGFBR1* expression in comparison with sensitive EVs exposure (**Figures 6A, B**). We observed the upregulation of *PIK3CA* and downregulation of *BCL2* in MCF-7 cells after exposure to resistant EVs, which is an interesting result that is directly related to apoptosis. The downregulation of genes associated with apoptosis suggests that resistant EVs may inhibit this cell death mechanism. To further explore this finding, we analyzed the effects of TAM- and DOX-R EVs on sensitive cells using a cellular assay for annexin V labeling. After 24 h of initial exposure to resistant EVs, both sensitive cell lines were treated with TAM or DOX for 72 h. The results showed that TAM-R and DOX-R EVs reduced the population of apoptotic MCF-7 cells (**Figure 6C**). In contrast, we observed neither a difference in *PIK3CA* and *BCL2* expression nor in the apoptosis rate in MDA-MB-231 cells exposed to resistant EVs compared to the counterpart-sensitive EVs.

**Figure 6:**
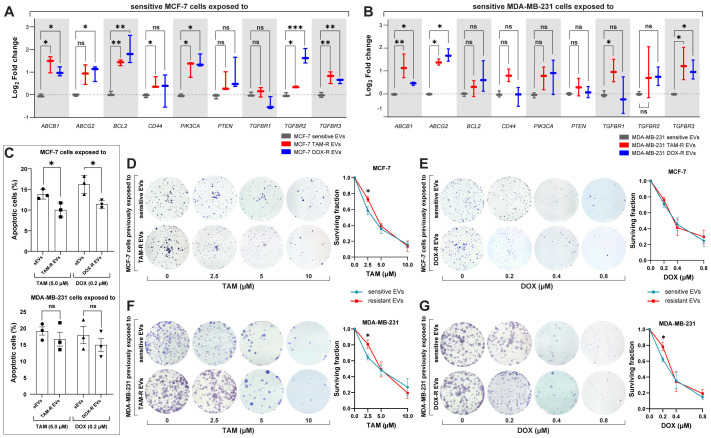
Resistant extracellular vesicles (EVs) induce the upregulation of genes associated with acquired drug resistance and increase the sensitive cells’ survivability. The quantification of several genes by quantitative polymerase chain reaction (qPCR) of **(A)** sensitive MCF-7 exposed to tamoxifen-resistant (TAM-R) and doxorubicin-resistant (DOX-R) EVs. **(B)** The gene expression level of sensitive MDA-MB-231 cells exposed to TAM-R and DOX-R. **(C)** The apoptotic rate by annexin V/propidium iodide labeling in sensitive MCF-7 and sensitive MDA-MB-231 previously exposed to resistant EVs and treated with TAM and DOX. **(D)** Representative images and the clonogenic surviving fraction of MCF-7 cells previously exposed to TAM-R and **(E)** DOX-R EVs treated with the respective drug. **(F)** Representative images and the clonogenic surviving fraction of MDA-MB-231 cells previously exposed to TAM-R and **(G)** DOX-R EVs treated with the respective drug. Values are displayed as the mean ± standard deviation from three independent experiments. The asterisks indicate a significant difference between TAM-R EVs or DOX-R EVs exposure compared to sensitive EV effects (unpaired *t*-test). *p < 0.05, **p < 0.01, ***p < 0.001, ns, not significant.

Taking the upregulation of transforming growth factor-β- (TGF-β) related genes as a reference, we investigate the cytostatic effects of resistant EVs to ascertain whether this upregulation of proliferation-related genes translates into increased cell growth and survivability. A clonogenic assay was performed, and the results showed that resistant EVs increased the survival rate and colony formation in the long term. We observed that MCF-7 TAM-R EVs increased the survivability and proliferation of sensitive cells after TAM treatment (2.5 μM) when compared to MCF-7 that received sensitive EVs and the same TAM treatment (**Figure 6D**); however, we did not find any difference in MCF-7 exposed to DOX-R EVs (**Figure 6E**). MDA-MB-231 cells previously exposed to TAM-R EVs showed a significant increase in colony formation after being treated with 2.5 μM of TAM compared to the cells that received sensitive EVs (**Figure 6F**). Additionally, MDA-MB-231 exposed to DOX-R EVs showed a higher survival fraction when treated with 0.2 μM of DOX compared to cells that received sensitive EVs (**Figure 6G**).

### 3.6 Resistant EVs modulate the macrophage’s cytokine release profile

Given that genes directly related to the immune response were modulated by resistant EVs in both breast cancer cell lines, we performed ELISA to detect specific cytokines released by different human macrophages when exposed to TAM-R and DOX-R EVs from MCF-7 and MDA-MB-231 resistant cell lines. The human PBMC macrophages were exposed for 24 h to resistant EVs, and then we collected the supernatant and evaluated the levels of several cytokines. In this experiment, we observed increased levels of TNF-α and IL-1β after all resistant EVs exposure (**Figures 7A, B**); we observed an increase in IFN-γ levels after these macrophages were exposed to TAM-R EVs from the TAM-R MDA cell line (**Figure 7C**); however, we did not find any difference between the sensitive and resistant EVs in the IL-10 levels in all tested conditions (**Figure 7D**). Additionally, using the human monocyte cell line THP-1 transformed into macrophages by PMA, we further analyzed the impact of resistant EVs on macrophage cytokine release patterns. We observed results similar to those obtained for PBMC. We observed increased levels of TNF-α and IL-1β (**Figures 7E, F**) and no differences in IL-10 levels (**Figure 7G**) in all tested conditions. The difference lies in IFN-γ level measurement. We observed a significant increase in IFN-γ concentration in the supernatant from macrophages exposed to TAM-R and DOX-R EVs from MCF-R and TAM-R EVs from MDA-R cell lines (**Figure 7H**).

**Figure 7:**
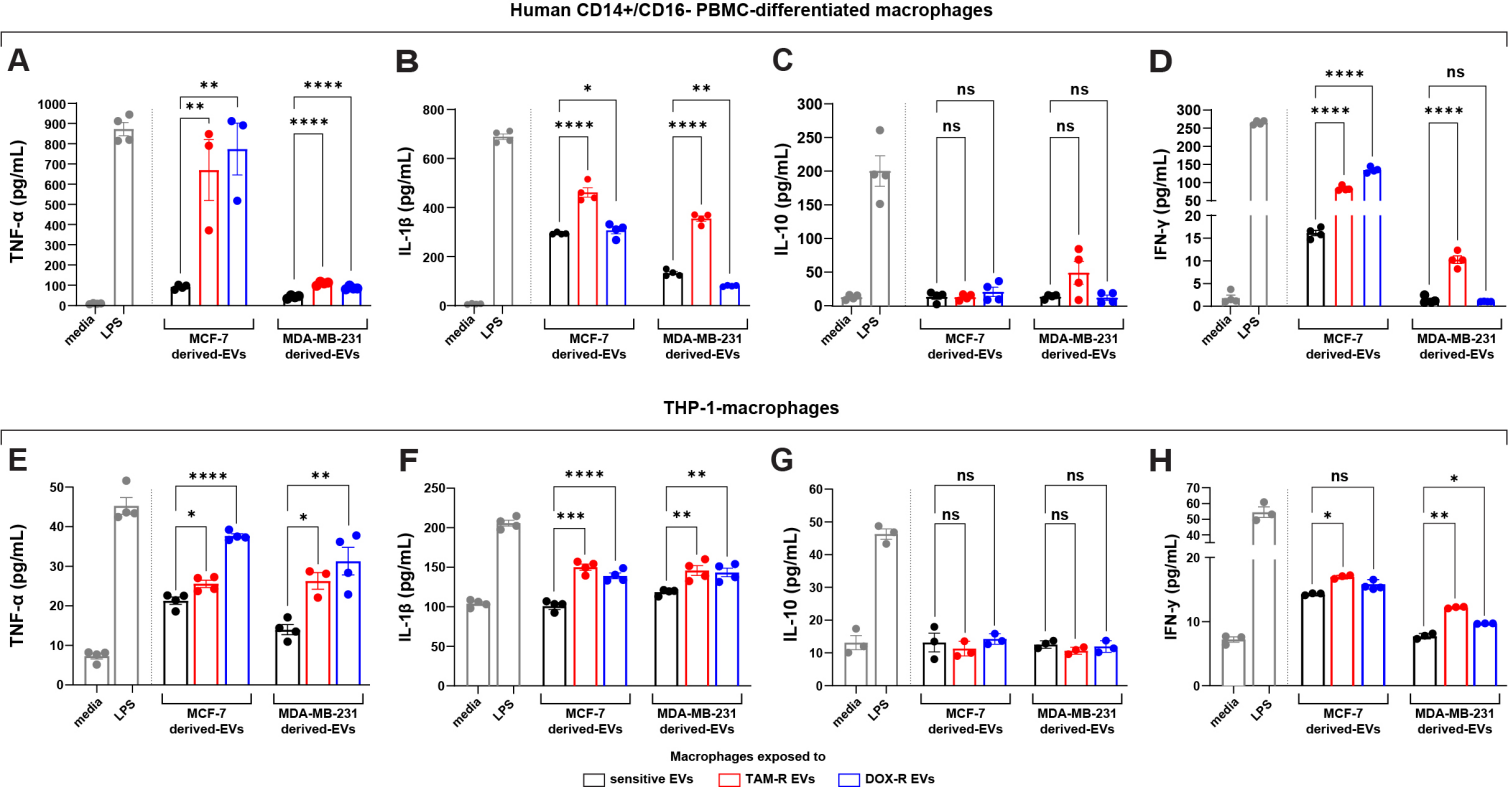
Extracellular vesicles (EVs) released by tamoxifen-resistant (TAM-R) and doxorubicin-resistant (DOX-R) breast cancer cell lines modulate the cytokine production and release of human macrophages. Human CD14+/CD16- peripheral blood mononuclear cells (PBMC)-derived macrophages were exposed to EVs released by resistant MCF-7 and MDA-MB-231, and the quantification level of **(A)** tumor necrosis factor (TNF)-α, **(B)** interleukin (IL)-1β, **(C)** IL-10, and **(D)** interferon (IFN)-γ were evaluated. Additionally, THP-1-macrophages were exposed to resistant EVs, and the secretion levels of **(E)** TNF-α, **(F)** IL-1β, **(G)** IL-10, and **(H)** IFN-γ measured by the ELISA assay. Values are displayed as the mean ± standard deviation from three independent experiments. The asterisks indicate a significant difference between TAM-R EVs or DOX-R EVs exposure compared to sensitive EV effects (unpaired *t*-test). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; ns, not significant; media, RPMI 1640; LPS, lipopolysaccharide (positive control).

## 4 Discussion

The two breast cancer cell lines, MCF-7 and MDA-MB-231, were selected due to their representation of distinct phenotypes and genotypes of the disease. MCF-7 cells are hormone-dependent, being positive for estrogen and progesterone receptors. This characteristic makes them more sensitive to drugs specifically designed to target hormone receptors, such as TAM, an estrogen receptor modulator. Additionally, MCF-7 cells exhibit a luminal/epithelial phenotype and form spontaneous spheroids *in vitro*. In contrast, MDA-MB-231 cells are triple negative, which contributes to their increased resistance to various drug treatments. This lack of response, combined with their mesenchymal phenotype, makes MDA-MB-231 cells more aggressive and invasive compared to MCF-7 cells (30). Given that both cell lines have demonstrated multidrug resistance and exhibit differential susceptibilities during the development of acquired drug resistance, investigating the effects of extracellular vesicle on MCF-7 and MDA-MB-231 cells in a single study encompasses multiple aspects of cancer progression.

Several large-scale studies have been performed to investigate the role of EVs in breast cancer progression, particularly in the acquisition of a drug-resistant phenotype during chemotherapy (31), including quantitative proteomics (32), epigenetic profiling (33), and miRNA expression profiles (34). Our contributions include the generation of high-level laboratory-resistant breast cancer cell lines from parental MCF-7 and MDA-MB-231 cells, followed by transcriptome-wide analysis combined with different cellular endpoints. These findings might help understand the influence of EVs from resistant breast cancer cells in sensitive cells to trigger acquired drug resistance. Initially, the generation of resistant cell lines following the guidelines of McDermott (14) resulted in a reliable tool for studying drug resistance *in vitro*. The comparison of IC50 and the resistance fold showed a disparity in resistance levels between sensitive and resistant cells. Other recent studies with TAM-resistant MCF-7 and TAM-resistant MDA-MB-231 showed similar IC50 values to our results (35, 36). Additionally, DOX-resistant MCF-7 and MDA-MB-231 cells showed an IC50 range of 0.9 to 1.5 μM, which is close to what we observed in our DOX-resistant cell lines (37, 38).

EVs are highly heterogeneous in terms of composition; however, their morphology follows the same spherical pattern (39). More studies are needed on the EV production rate per cell. According to Chiu et al. (40), MCF-7 and MDA-MB-231 cells generated approximately 60 EVs per hour. These results are similar to ours, even though the resistant cell lines did not change their EV secretion rate. Our data suggest no differences in the concentration, production, or characterization of sensitive and resistant EVs derived from breast cancer cells. The interaction between EVs and cells and the internalization of EVs are much less studied than EV formation and secretion, and information concerning whether EVs must be internalized to trigger a few effects in the cell membrane is rare (41). We observed that resistant EVs interact with and are internalized by sensitive cells in a 24-h time frame with no cytotoxic effects. Consistent with our results, EVs released by SW480 human colorectal cancer cells were internalized by THP-1 macrophages; however, SW480-derived EVs showed minor cytotoxicity towards these macrophages (42).

Considering the ability of our resistant cells to survive TAM or DOX treatment and the literature reports on the transfer of drug resistance via EVs, we hypothesized that EVs released by resistant cells may increase the number of viable cells after drug treatment in sensitive cells that have never been exposed to TAM or DOX by providing some form of drug resistance to these cells. We observed that sensitive breast cancer cells previously exposed to resistant EVs showed higher viability than cells exposed to sensitive EVs in 2D culture with MCF-7 and MDA-MB-231 cells and in 3D culture with MCF-7 spheroids. Based on these results, RNA sequencing was selected as the platform for further investigation of resistant EVs and their roles in acquired drug resistance. Bioinformatics analysis showed that resistant EVs from MCF-7-R and MDA-R cells influence transport-related mechanisms, cell death, and the innate immune response. The most upregulated DEGs in MCF-7 and MDA-MB-231 cells were associated with transport activity.

Several studies have revealed the direct participation of transporters in drug resistance acquisition, especially ABC transporters, specifically P-glycoprotein (ABCB1). Studies have suggested that P-gp can be directly transferred to sensitive cells via EVs, or that its expression can be increased by transferring miRNAs from resistant cells to sensitive cells (43). Our results revealed an upregulation of *ABCB1*, responsible for P-gp encoding, in MCF-7 and MDA-MB-231 cells exposed to TMX-R and DOX-R EVs, suggesting that the resistant EVs in our conditions increased the expression of P-gp as a general drug resistance mechanism, independent of the cell line or drug type. This non-specific activity and transfer of ABCB1, regardless of whether the drug is a direct substrate of ABCB1 efflux transport, was observed in EVs released by KBv200 cells overexpressing ABCB1. These EVs increase ABCB1 expression in sensitive cells after treatment with drugs with different therapeutic mechanisms (44). In the context of breast cancer, there are few reports available on the influence of P-gp via EVs on drug resistance; for example, multidrug-resistant MCF-7 cells specifically transfer P-gp to EVs, which mediate resistance to several anticancer drugs (45). However, to date, there is no information on ABCB1 transfer via EV in MDA-MB-231 cells during the acquisition of drug resistance. We observed the upregulation of the *ABCG2* gene, which encodes breast cancer resistance protein (BCRP), in sensitive cells exposed to resistant EVs. Other studies have shown the accumulation of ABCG2 inside EVs from resistant cell lines (46), which induces drug resistance in sensitive cells (47). Besides P-gp and BCRP, our results showed an upregulation of several genes that are directly associated with acquired drug resistance during chemotherapy, frequently called multidrug resistance (MDR) transporters, including *ABCB4*, *ABCC5*, and *ABCG1*, to name a few. EVs containing these MDR transporters can induce a pump efflux from the cytoplasm to extracellular space in sensitive breast cancer cells (48, 49). Other studies have shown that MDR transporters contribute to chemotherapy resistance; however, do not participate in the acquired drug resistance process (50, 51). Our findings are the first transcriptome-wide study showing the influence of MDR transporters modulated by resistant EVs in sensitive breast cancer cells.

Membrane transporters are crucial for the acquisition of drug resistance, and we observed the upregulation of genes associated with SLC-mediated transmembrane transport, voltage-gated channels, and G-protein coupled receptors. While ABC transporters are active and dependent on ATP hydrolysis, SLC transporters act as secondary active transporters, using an ion gradient to handle diverse substrates (52). SLC transporters play important roles in the development of drug resistance. A recent study showed that these transporters are highly expressed in patients resistant to chemotherapy (53). In combination with high expression of P-gp, SLC transporters enhance cell proliferation in human leukemia, facilitating the acquisition of drug resistance (54). Additionally, voltage-gated channels, especially calcium and potassium channels, are often reported to be overexpressed in different types of cancer, including breast cancer, where they induce cell proliferation, tumor growth, and drug resistance (55, 56). In malignant cells, calcium mobilization and the activation of calcium signaling are directly related to EV biogenesis, facilitating plasma membrane vesiculation (57); hence, it may act as a secondary drug resistance process. Furthermore, abnormal expression of potassium voltage-gated channels contributes to breast cancer progression and drug resistance (58, 59); however, the interaction between potassium channels and EVs is unclear. Potassium channels are activated by G protein-coupled receptors (GPRs), which play an essential role in many cellular processes. In the context of cancer, they are overexpressed and associated with tumor growth and metastasis (60), and more recently, GPRs have been reported as promoters of acquired drug resistance to different drugs in breast cancer cell lines (61, 62). Our results showed the upregulation of several types of membrane transporters, including drug resistance drivers, such as *ABCB1* and *ABCG2*, in combination with SLC transporters, voltage-gated channels, and GPRs, revealing that EVs may carry a powerful setup to induce drug resistance with multiple approaches in adjacent or distant cancer cells. However, a few aspects of this puzzle are still unknown, including acquired drug resistance induced by EVs released by resistant cancer cells.

On the other side of the spectrum, we observed that many genes associated with cell death, especially apoptosis, were downregulated after exposure to resistant EVs, which was expected after the increase in viability of sensitive cells exposed to resistant EVs. Inhibition of apoptotic signaling pathways such as the p53 pathway is directly related to cell survival, proliferation, and drug resistance; the upregulation of pro-apoptotic regulators promotes drug resistance (63). We observed the upregulation of anti-apoptotic factors, such as BCL-2 and PIK3CA, and the downregulation of *TP53* (responsible for encoding p53) in MCF-7 cells after exposure to resistant EVs. These findings correlated with the decrease in the apoptotic cell population in sensitive MCF-7 cells previously exposed to resistant EVs and after treatment with TAM and DOX. Recently, EVs derived from cancer cells were shown to reduce the apoptosis rate via upregulation of *BCL2* in other cancer cells (64), and tumor-derived EVs containing extracellular matrix molecules induced mutations in *PIK3CA*, which promoted proliferation and invasion in breast cancer (65). Despite the enrichment of terms related to cell death, we did not observe changes in the apoptotic population of sensitive MDA-MB-231 cells exposed to resistant EVs and treated with TAM and DOX. Additionally, BCL-2 and PIK3CA levels showed no significant differences. Further investigation is needed to understand the anti-apoptotic events displayed in RNA-Seq, which were not observed in other experiments. Our results, especially in MCF-7 cells, showed that EVs released by resistant breast cancer cell lines can modulate the apoptotic process via the upregulation of anti-apoptotic regulators and the downregulation of pro-apoptotic factors, inhibiting cell death and therefore promoting drug resistance in sensitive cancer cells. However, the exact mechanism by which these transcriptional changes occur remains unclear. It may be related to the transfer of miRNAs, as suggested by other authors (66, 67).

Another feature that cancer cells exhibit to evade apoptosis, survive, proliferate, and resist chemotherapy is related to TGF-β signaling, and many studies showed that miRNA and proteins associated with the TGF-β pathway, including TGF-β receptors (TGFBR), were observed in cancer-derived EVs (68). The ability of EVs to transfer TGFBR was observed in breast cancer, in which these cancer EVs transferred activated TGFBRs to CD8+ lymphocytes, exhausting them and transferring TGFBRs to MDA-MB-231 cells, promoting metastasis, paclitaxel, and DOX resistance (69). Similar results have been reported using TGFBR-rich EVs from MCF-7 cells, which induce DOX resistance. According to these studies and the upregulation of TGFBRs, we observed in sensitive cancer cells after being exposed to resistant EVs, the TGFBR transfer is crucial for cancer cells to survive and develop drug resistance in sensitive cells. Consistently, this survival mechanism supported by TGF-β signaling via EVs is linked to the clonogenic surviving fraction by the number of colonies that we observed in MDA-MB-231 cells previously exposed to TAM-R EVs and MCF-7 cells exposed to TAM-R and DOX-R EVs. In this case, resistant EV exposure was able to increase the survival rate of sensitive cells only at the lowest tested concentration, suggesting that the acquired resistance induced by EVs increases the survivability of sensitive cells. However, it cannot overcome the drug effect of high concentrations after a period without any stimuli with resistant EVs.

In the context of breast tumor, cancer cells influence the role of macrophages, which are the most abundant immune cells within the tumor microenvironment, depending on the stage of breast cancer progression (70). Tumor-associated macrophages in breast cancer exhibit a range of functions and phenotypes. Consequently, specific subsets of macrophages perform distinct and varied roles, either modulating tumor progression or exerting anticancer effects (71, 72). The downregulation of genes associated with innate immune responses observed in the RNA-seq data prompted us to investigate the influence of resistant EVs on macrophages. Cancer-derived EVs and their effects on macrophages are popular topics in cancer biology. Simultaneously, many studies reported that EVs released by cancer cells promote an anti-inflammatory phenotype polarization in macrophages as part of the immune system evasion hallmark during tumor progression, which is frequently associated with poor survival outcomes (73, 74). In the broader context of breast cancer biology, anti-inflammatory macrophages play a crucial role in the development of drug resistance by influencing various signaling pathways in cancer cells. They contribute to resistance mechanisms through the overexpression of PI3K/AKT factors, which promote tumor growth (75, 76). Several other studies have shown that cancer-derived EVs can trigger a pro-inflammatory phenotype in macrophages; consequently, this process is associated with better clinical outcomes (77, 78). When we exposed human macrophages to resistant breast cancer-derived EVs, we observed a pro-inflammatory profile with increased TNF-α, IL-1β, and IFN-γ expression, exhibiting anti-tumoral characteristics. The pro-inflammatory response involves TNF-α expression, which activates of T lymphocytes and Natural Killer cells. IFN-γ released by macrophages triggers Toll-like receptor activation and induces cell cycle arrest in cancer cells, while IL-1β acts as a significant driver of inflammation (79, 80). However, both IL-1β and TNF-α exhibit paradoxical pro-tumor effects that are associated with metastasis in breast cancer (81, 82). This potential pro-inflammatory response from macrophages contrasts with the downregulation of innate immune response-related genes in sensitive cells exposed to resistant EVs. These findings suggest that breast cancer-resistant EVs modulate immune system factors in sensitive cancer cells to evade immune detection, such as the downregulation of several MHC-related genes, including HLAs, resulting in unpaired antigen presentation. However, there is a lack of information regarding the modulation of the immune system by cancer-derived EVs in other cancer cells. Collectively, our data show that resistant EVs may play a dual role in cancer progression: they induce changes in cancer cells to evade immune surveillance, whereas these EVs may carry molecules that trigger a pro-inflammatory signature in macrophages, which represents an interesting mechanism for future immunotherapies by exploiting cancer EVs downfall.

In summary, the data discussed in this study revealed important information about EVs released by resistant breast cancer cell lines, in which initially resistant EVs reduced the toxicity of chemotherapeutic drugs, such as TAM and DOX, in sensitive MCF-7 and MDA-MB-231 cells as part of the development of acquired drug resistance. Moreover, our data highlighted that resistant EVs can modulate the transcription pattern of breast cancer cells, inducing the upregulation of transporters and downregulating immune system factors and cell death-related genes, which are the mechanisms of acquired drug resistance. Additionally, our findings shed light on a potential target for future immunotherapies related to the ability of macrophages to activate a pro-inflammatory pattern when exposed to resistant EVs. Understanding the interactions between EV released by resistant and sensitive cancer cells remains challenging. There are few such reports in the literature; however, our data provide substantial insights for future research on acquired drug resistance influenced by cancer EVs.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE273705.

# Supplementary material for: Extracellular vesicles from human breast cancer-resistant cells promote acquired drug resistance and pro-inflammatory macrophage response
**Source:** Front Immunol. 2024 Oct 15;15:1468229. doi: 10.3389/fimmu.2024.1468229
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Material 1

The alignment rate and the total of mapped reads of breast cancer RNA samples used for sequencing.

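The table lists, for each library, the number of sequenced reads and the share of them that aligned to the genome. For MDA-MB-231 the mapping rates reported by the paper were 79.97% to 86.10% in the control libraries, 71.14% to 74.50% after DOX-R EVs and 73.13% to 81.82% after TAM-R EVs. In the deposited counts, the 3 control libraries held 53.6% to 61.4% of the paper's reads as counts in table rows. The share was 51.3% to 70.0% in the DOX-R EV libraries, and the ranges of both groups overlap. It was 40.4% to 60.9% in the TAM-R EV libraries, whose columns end before their last rows, so that these shares are too low by an unknown amount. The MCF-7 control libraries held 64.1% to 76.1%, at mapping rates of 84.86% to 85.03% in the paper. The number of rows with at least 1 count ran from 36974 to 49507 in the controls and from 34758 to 48290 after DOX-R EVs, with the highest number in replicate 3 of each of these groups.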

| Sample | nº of reads | Mapping (%) |
| --- | --- | --- |
| Sensitive MCF-7 (1) | 58.579.584 | 85,03 |
| Sensitive MCF-7 (2) | 54.780.420 | 84,86 |
| Sensitive MCF-7 (3) | 64.140.511 | 84,87 |
| DOX MCF-7 (1) | 54.022.025 | 72,30 |
| DOX MCF-7 (2) | 53.968.297 | 75,70 |
| DOX MCF-7 (3) | 66.952.682 | 72,13 |
| TAM MCF-7 (1) | 59.797.698 | 70,08 |
| TAM MCF-7 (2) | 59.027.129 | 81,90 |
| TAM MCF-7 (3) | 65.494.018 | 77,35 |
| Sensitive MDA-MB-231 (1) | 62.757.215 | 86,10 |
| Sensitive MDA-MB-231 (2) | 61.731.430 | 80,10 |
| Sensitive MDA-MB-231 (3) | 60.400.955 | 79,97 |
| DOX MDA-MB-231 (1) | 58.954.734 | 73,22 |
| DOX MDA-MB-231 (2) | 59.268.918 | 71,14 |
| DOX MDA-MB-231 (3) | 65.515.385 | 74,50 |
| TAM MDA-MB-231 (1) | 60.192.132 | 75,36 |
| TAM MDA-MB-231 (2) | 71.254.792 | 81,82 |
| TAM MDA-MB-231 (3) | 69.426.243 | 73,13 |

Supplemental Material 2:

List of human primers used for evaluation of gene expression. Tm°: Melting temperature.

| Gene | Sense | Sequence (5’-3’) | Tm° |
| --- | --- | --- | --- |
| *GAPDH* | Forward | TCGGAGTCAACGGATTTG | 62.4 |
|  | Reverse | CAACAATATCCATTTACCAGAG | 53.0 |
| *ABCB1* | Forward | AGTGAAAAGGTTGTCCAAG | 56.7 |
|  | Reverse | AGTCTGCATTCTGGATGG | 58.7 |
| *ABCG2* | Forward | AAAGCCACAGAGATCATAGAG | 57.6 |
|  | Reverse | GATCTTCTTCTTCTTCTCACC | 56.1 |
| *BCL2* | Forward | GATTGTGGCCTTCTTTGAG | 59.8 |
|  | Reverse | GTTCCACAAAGGCATCC | 59.0 |
| *CD44* | Forward | TTATCAGGAGACCAAGACAC | 56.6 |
|  | Reverse | ATCAGCCATTCTGGAATTTG | 61.5 |
| *PIK3CA* | Forward | GAGTAACAGACTAGCTAGAGAC | 50.8 |
|  | Reverse | AGAAAATCTTTCTCCTGCTC | 56.7 |
| *PTEN* | Forward | GGCTAAGTGAAGATGACAATC | 57.8 |
|  | Reverse | GTTACTCCCTTTTTGTCTCTG | 57.0 |
| *TGFBR1* | Forward | AGACAATGGCTTGGACTC | 55.5 |
|  | Reverse | GTACCAACAATCTCATGTG | 57.8 |
| *TGFBR2* | Forward | GGAGAAAGAATGACGAGAAC | 57.9 |
|  | Reverse | AGATGATGTTGTCATTGCAC | 58.5 |
| *TGFBR3* | Forward | ACCAAATCCAATTTCTCCAC | 60.2 |
|  | Reverse | GTGTGAGAATAGAGTACCAC | 53.3 |

How the deposited data were processed for this re-analysis (not part of the article)

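RNA sequencing was analysed for 12 libraries, 3 each from MDA-MB-231 control cells, MDA-MB-231 cells exposed to TAM-R EVs for 24 h, MDA-MB-231 cells exposed to DOX-R EVs for 24 h and MCF-7 control cells. Samples were assigned to groups from their descriptions and titles and from the methods. The titles call the exposed cells resistant, while the treatment text and the methods describe sensitive cells exposed to resistant EVs, and the second reading was used. Libraries of MCF-7 cells exposed to resistant EVs were not analysed here.

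The authors deposited raw counts per row, whole numbers that had not been normalized. According to the methods and the submitters' processing notes, reads were checked with FastQC, trimmed with Trimmomatic, aligned with STAR 2.7.0a to GRCh38 and compared with DESeq2. The counting step is not given in the sources used here, and replicates were not pooled.

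The table has 56584 rows with as many different gene identifiers, of which 56569 were found in the reference table of gene names. The 9 MDA-MB-231 columns are blank in the last 640 rows. The rows were compared between columns before any test. No row is at 0 in all 6 control and DOX-R EV libraries, although 2829 are at 0 in the 3 controls alone. These 6 columns therefore look like 1 block filtered together. The TAM-R EV columns hold 2403 rows at 0 in all 3 libraries and the MCF-7 columns 1644, so neither set was filtered in this way by itself, and how they were filtered is left open. Their rows run out of step with the 6 columns, and the 3 sets look placed side by side without joining on the gene. The identifiers were looked up for 10 abundant genes and did not match the counts of any block. No gene was named from the place of its row. Consequently the 31 gene lists fixed before the data were examined, the genes named by the study or by the rule fixed for named genes (those with the largest changes among called genes, those of Figure 4F and those in the text), the protein-coding alternative and the comparison of MCF-7 with MDA-MB-231 controls were not evaluated, and no values are given for the conclusions on ABC transporters, solute carriers, HLA genes, interferon response or GO terms.

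To compare TAM-R EV with control libraries, the rows of the 2 blocks were matched in order by dynamic programming (Python 3.11.15, numpy 2.4.6, numba 0.67.0). A pair scored by the difference of its mean log2 CPM over 3 libraries, with an assumed spread of 0.3 widened at low counts, and rows could be skipped at a cost that rose with their counts. Of the 55944 TAM-R EV rows 1568 were skipped, holding 2146 counts in all over 3 libraries, and of the control rows 591 before the last pair, holding 80 counts in all. Of 12917 control rows with at least 300 counts over the 6 control and DOX-R EV libraries, 12733 were matched, and 12732 of these had the same partner under 5 other settings of the matching. Pairing used means over libraries and no comparison between replicates. The matching was tested on known answers, with rows removed from the DOX-R EV block, in 5 repeats with 200 changed rows each. Rows under 60 counts returned to their own partner in 93.0% of cases, rows with at least 60 and under 300 counts in 99.97%, and rows changed 4-fold in 248 of 250. The step was chosen after the table had been seen.

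Tests used edgeR 4.0.16 in R 4.3.3 (robust quasi-likelihood fit, TMM scaling, its filter on low counts by group, no intercept), with 9 libraries in 1 fit, as fixed before the data were examined, on the matched rows. A row was called at an adjusted p under 0.05 and a fold change over 1.5 in either direction, read as a linear fold, with a log2 fold change over 1.5 as an alternative. After the filter 21012 rows were tested. Rows past the end of the TAM-R EV block were not in this fit, but were in the fit of the 6 control and DOX-R EV libraries as deposited. Alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), RLE scaling, library size only, leaving out the 10 highest rows, other filters on low counts, only the 2 groups compared, a replicate block, other fold thresholds and each library left out in turn. Counts were simulated for the comparison of TAM-R EVs with controls, with the means and spread of these libraries and 200 changed rows. In the fit without a block 120 of the changed rows were called, among 19655 rows tested, and 6 unchanged rows. There each library was drawn independently, without the likeness of same-numbered libraries, so this is not the recovery of the real test. With the block 157 were called among 20269 rows tested, and 9 unchanged rows.

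Replicate numbers are shared by the groups. In log2 CPM the deviations of same-numbered libraries from their group means correlated at 0.26 to 0.79 in all 9 pairs, above the 0.1 set for pairing, and those of other pairs at -0.67 to 0.20, so the numbers were taken to pair the libraries. The paper does not say what the numbers share, and the pairing rests on this check. The biological coefficient of variation was 26.1% without the block and 8.74% with it. The 9 MDA-MB-231 libraries were also compared with each other for repeats of the same library, and none was found: the squared difference of their counts was at least 3.27 times the sampling noise, as a median over rows with 900 or more counts. At 28814733 to 44567342 counts per library, counting error limits the precision of rows with few counts. The depth of the TAM-R EV libraries is a lower bound because their columns are cut short.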

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

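The main counts were 0 for TAM-R EVs against controls, 0 for DOX-R EVs against controls, 0 for TAM-R against DOX-R EVs and 0 for rows called after both exposures. They stayed at 0 with RLE scaling, library size only, without the 10 highest rows, at 1 CPM in at least 3 libraries, and with limma-voom. They also stayed at 0 with only the 2 groups compared and with each library left out in turn (lowest 0, highest 0), all without a block. A log2 fold change over 1.5 and no fold threshold gave 0 too. Both reuse the main fit, where no row had an adjusted p under 0.05 (edgeR), so they could give nothing else. The replicate block, where the numbers pair the libraries, also gave 0 in each of the 4 counts, with a smallest adjusted p of 0.50 for TAM-R EVs, 0.13 for DOX-R EVs and 0.074 between the 2 exposures (edgeR). Without a filter on low counts edgeR called 1 row for TAM-R EVs, 8 for DOX-R EVs and 13 between the exposures, all of them among rows that the filter keeps, and DESeq2 called 1 row for TAM-R EVs and 0 in the others; the cause was not tested. Alternatives added after seeing the data gave the following. DESeq2 with a replicate block called 8 rows for TAM-R EVs, 11 for DOX-R EVs, 22 between the exposures and 1 row after both exposures; 5 of the 8, 7 of the 11 and 9 of the 22 had at most 9 counts in every library. A replicate block with only the 2 groups compared called 13 rows for TAM-R EVs, 1 for DOX-R EVs and 40 between the exposures. DOX-R EVs on the 6 libraries with rows as deposited gave 0 with edgeR, 0 with DESeq2 and 1 with a replicate block. Rows matched alike under 5 other settings gave 0 in all 4 counts. The cause of these shifts was not tested. The protein-coding alternative, the gene list tests with their alternatives and the comparison of MCF-7 with MDA-MB-231 controls were not run, since no row can be tied to a gene and the MCF-7 rows were not matched. The size of a change and the spread limit what can be seen, and the effect of the count level was not simulated. In the simulated comparison of TAM-R EVs with controls, changed rows had a mean of at least 20 counts. Of 50 rows changed 1.5-fold, 6 were called without the block and 15 with it (30 by the adjusted p alone). Of 50 rows changed 4-fold, 41 and 50 were called. The simulation without the block left out the likeness of same-numbered libraries, so its counts are not the recovery of the real test.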

Differences from the paper's values

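For MDA-MB-231 cells exposed to TAM-R EVs the paper reports 160 DEGs, 91 upregulated and 69 downregulated, and the fit of the 9 deposited libraries called 0 rows, 0 higher and 0 lower, at the same thresholds. All 17 alternatives set before the data were examined differ from the paper's 160, with counts of 0 to 1, and the same holds for its 91 and its 69. For DOX-R EVs the paper reports 211 DEGs, 125 upregulated and 86 downregulated, against 0 rows here, 0 higher and 0 lower. All 17 alternatives set before the data were examined differ from the paper's 211, with counts of 0 to 8, and from its 125 and its 86. For both exposures the other fold thresholds are among these 17, and they could only give 0, since they reuse the main fit. DESeq2, which the paper used, called 1 row for TAM-R EVs and 0 for DOX-R EVs. Alternatives chosen after seeing the values reached at most 13 rows for TAM-R EVs and 11 for DOX-R EVs. The paper writes its fold change as that of sensitive against resistant, so which sign its up- and downregulated genes carry is not certain, while higher and lower here mean exposed against control cells.

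At thresholds other than the paper's, some counts come within 1.5 times of it. Rows at an unadjusted DESeq2 p under 0.05 with a fold change over 1.5 numbered 191 for DOX-R EVs and 70 for TAM-R EVs without a block. With a replicate block, chosen after seeing the values, they numbered 308 and 111. On the 6 control and DOX-R EV libraries as deposited, without a block, they numbered 145 for DOX-R EVs. In edgeR the corresponding counts were 76 for DOX-R EVs and 15 for TAM-R EVs. Without a filter on low counts they were 754 and 506. With the replicate block they were 584 and 234, and 392 and 183 with the block and only the 2 groups compared. With 1 library left out of the edgeR fit, and no block, they were 175, 60 and 146 for DOX-R EVs without control replicates 1, 2 and 3. They were 153, 62 and 349 without DOX-R EV replicates 1, 2 and 3. For TAM-R EVs they were 53, 70 and 56 without control replicates 1, 2 and 3, and 10, 27 and 257 without TAM-R EV replicates 1, 2 and 3, none of them within 1.5 times of the paper's 160. How many of the paper's own DEGs are among these rows cannot be counted, because the rows cannot be tied to genes.

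The paper names genes that rose or fell in MDA-MB-231 cells, and none of these was checked here, since no row can be tied to a gene. Of the 35 different genes shown for this line in Figure 4F, 5 have no row with their identifier in the table.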

Other observations

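The tests of replicate structure on thinned counts and without the highest rows, the unadjusted DESeq2 counts and the 2 tests on the rows as they stand in the table were set down before their results were seen, and the other tests here only after.

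Libraries of MDA-MB-231 with the same replicate number resembled each other more than libraries of the same exposure. The replicate number accounted for 66.6% of the spread between libraries in log2 CPM and the exposure for 13.2%, where each would take 25% by its degrees of freedom. In the fit with the block 13569 of 21012 rows (64.6%) differed between replicate numbers at an adjusted p under 0.05 (edgeR) and 0 between the 3 groups, where 1511 had an unadjusted p under 0.05. Unequal depth does not account for it, since the smallest correlation between same-numbered libraries was 0.30 after every library had been thinned to 26158205 counts. Without the 10 highest rows it was 0.266. A correlation across rows ignores a shift shared by all rows of a library, so this cannot decide on a few abundant rows. The row matching is not the source either, because the controls and DOX-R EV libraries, whose rows need none, gave 0.287. What remains open is whether the numbers mark a shared culture, day or library batch, and no biological explanation was tested because the design names none.

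The counts of called rows lie far under those of the paper. With the replicate number as a block, 1 row was called for DOX-R EVs on the rows as deposited, against the paper's 211. How many changed rows that fit can call was not simulated. It therefore cannot decide whether the spread between replicate numbers hides changes. Comparing the TAM-R EV and control columns as they stand in the table calls 32005 rows with DESeq2, far more than the paper's 160, so such a comparison of this table does not give the paper's count. If p-values had been used without adjustment, DESeq2 with a fold change over 1.5 would give 191 rows for DOX-R EVs, within 1.5 times of the paper's 211, but 70 for TAM-R EVs, which is not within 1.5 times of its 160, so without a block this could account for at most 1 of the 2 counts. With DESeq2 and a replicate block, added after seeing the data, the unadjusted counts were 308 and 111, both within 1.5 times of the paper's, so the use of unadjusted p-values stays open. Of 18 rows that carry the identifiers of genes shown for DOX-R EVs in Figure 4F and hold values, 8 (44.4%) lay more than 1.5-fold from the controls. Of all rows, those with few counts included, 42.5% lay that far. Among the 21012 rows tested in edgeR's main fit 1698 did. At least 15 of the 18 were expected had the figure, which shows the top genes by fold change, been drawn from these row identifiers. The 8 lie under the 15 expected, so the tables argue against this. The exact 95% interval of the 8 ends at 12.5 of 18, but it treats the 18 rows as a random sample. It was added after the value was seen. The limit of 5 or fewer set beforehand was too low, since 7.65 are expected from the share of all rows. Other samples, another count table or other settings of the authors were not tested.

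For each of the 3 comparisons the libraries compared can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split called 0 rows, the highest of the other splits called 0, and all 10 were therefore as large. At an unadjusted p under 0.05 the real splits gave 31 rows for TAM-R EVs, 104 for DOX-R EVs and 149 between the exposures, and the highest of the others 4191, 3469 and 5423. Those highest splits keep at least 1 pair of same-numbered libraries on the same side, which the real ones part. Among the splits that part all 3 pairs, the others gave 11, 51 and 58 rows against 31 for TAM-R EVs. They gave 58, 25 and 92 against 104 for DOX-R EVs, and 96, 16 and 26 against 149 between the exposures. The real split was therefore the highest of the 4 in 2 of the 3 comparisons. Both of these use the same 3 DOX-R EV libraries, and 4 splits are too few to tell this from chance. With the block, the 4 splits that part all 3 pairs called 0 rows each.

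The fold changes of the 2 exposures correlated less than those of simulated unchanged groups set against the same controls. Across 12257 rows the log2 fold changes of TAM-R and DOX-R EVs correlated at 0.31, where 100 simulated sets of unchanged groups gave 0.48 to 0.53. The covariance was 0.0055, against a mean of 0.0085 in the simulated sets. Whether controls and exposed libraries vary alike was not tested, and an unequal spread would also shift the correlation. The TAM-R EV rows were paired with control rows by similar mean level, which can lower both the correlation and the covariance. How far it did was not tested, so the lower values cannot be read as a property of the exposures. Rows are not independent replicates, and the controls could not be split because each part would keep fewer than 2 libraries on 1 side.

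The direct comparison of the 2 exposures held more low p-values than either comparison with the controls. The TAM-R EV rows were paired with control rows by similar mean level, which can lower the number for TAM-R EVs against controls. How far it did was not tested. In the 9-library fit with the replicate block 1994 rows (9.49%) had an unadjusted p under 0.05 between TAM-R and DOX-R EVs, against 1620 (7.71%) for DOX-R EVs and 719 (3.42%) for TAM-R EVs, with 0 called by edgeR in each. If no row differed, a share of 0.05 would be expected, and only TAM-R EVs against controls lay under it. Rows are not independent, so these shares alone do not show an effect. The 40 rows called with a block and only these 2 groups, all lower after TAM-R EVs, had a median log2 difference of 1.13 between DOX-R EVs and controls, and 23 of them were higher than the controls in 3 of 3 pairs. Their median for TAM-R EVs was -0.26, with 3 lower in 3 of 3 pairs. In the 9-library fit with the block their adjusted p ran from 0.074 to 0.63 (edgeR). The rows were picked for the difference between the exposures, so these medians are not independent evidence of a rise, and they carry no gene names.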
